# Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas

**DOI:** 10.1158/2767-9764.CRC-24-0011

**Published:** 2024-05-14

**Authors:** Ayako Nakashoji, Naoki Haratake, Atrayee Bhattacharya, Weipu Mao, Kangjie Xu, Keyi Wang, Tatsuaki Daimon, Hiroki Ozawa, Keisuke Shigeta, Atsushi Fushimi, Nami Yamashita, Yoshihiro Morimoto, Mototsugu Shimokawa, Shin Saito, Ann Marie Egloff, Ravindra Uppaluri, Mark D. Long, Donald Kufe

## Abstract

The MUC1-C protein is aberrantly expressed in adenocarcinomas of epithelial barrier tissues and contributes to their progression. Less is known about involvement of MUC1-C in the pathogenesis of squamous cell carcinomas (SCC). Here, we report that the *MUC1* gene is upregulated in advanced head and neck SCCs (HNSCC). Studies of HNSCC cell lines demonstrate that the MUC1-C subunit regulates expression of (i) RIG-I and MDA5 pattern recognition receptors, (ii) STAT1 and IFN regulatory factors, and (iii) downstream IFN-stimulated genes. MUC1-C integrates chronic activation of the STAT1 inflammatory pathway with induction of the *∆Np63* and *SOX2* genes that are aberrantly expressed in HNSCCs. In extending those dependencies, we demonstrate that MUC1-C is necessary for NOTCH3 expression, self-renewal capacity, and tumorigenicity. The findings that MUC1 associates with ∆Np63, SOX2 and NOTCH3 expression by single-cell RNA sequencing analysis further indicate that MUC1-C drives the HNSCC stem cell state and is a target for suppressing HNSCC progression.

**Significance:**

This work reports a previously unrecognized role for MUC1-C in driving STAT1-mediated chronic inflammation with the progression of HNSCC and identifies MUC1-C as a druggable target for advanced HNSCC treatment.

## Introduction

Patients with locally advanced head and neck squamous cell carcinomas (HNSCC) have historically had a poor prognosis with less than 50% surviving for 5 years despite curative-intent treatment with surgery, radiotherapy, and chemotherapy (1–3). Recurrent/metastatic HNSCCs were treated with cisplatin, 5-fluorouracil, and cetuximab, which achieved a response rate of 36% and a progression-free survival of 5.6 months (4). These poor outcomes were substantially improved with development of (i) the immune checkpoint inhibitors (ICI) pembrolizumab and nivolumab as single agents for the second-line treatment of platinum-refractory recurrent/metastatic disease and (ii) pembrolizumab alone or in combination with chemotherapy for first-line treatment (5–7). Those advances for treating HNSCC with immunotherapy fueled trials to evaluate immunochemoradiotherapy and other combined modalities (3). Nonetheless, intrinsic and acquired resistance has remained a challenge for HNSCC immunotherapy as patients invariably succumb to metastatic disease (3). The progression of HNSCC refractory to chemotherapy and ICIs has emphasized a need for the identification of druggable targets to circumvent DNA damage resistance and immune evasion. In this regard, other than cetuximab, there are no approved targeted agents for HNSCC treatment. Potential targets downstream to receptor tyrosine kinases include the transcription factors (TF) (i) ∆Np63 and SOX2 that are dysregulated in HNSCC, and (ii) NOTCH3, which has been linked to stemness and HNSCC progression (8, 9). HNSCCs are associated with chronic exposures to tobacco products and alcohol (8). In addition, human papillomavirus (HPV) infections are linked to an increased incidence of oropharyngeal HNSCCs, in further support of the importance of chronic inflammation in driving HNSCC progression (8–12). Patients with HPV-positive HNSCCs have a more favorable 5-year survival rate than those with HPV-negative HNSCCs and represent a distinct entity in terms of molecular profiles (13–15).

The *mucin 1* (*MUC1*) gene encodes a noncovalent heterodimeric complex consisting of MUC1-N and MUC1-C subunits that evolved in mammals to protect barrier tissues from biotic and abiotic insults (16, 17). As an adverse outcome of this protective function, persistent activation of the transmembrane MUC1-C subunit in settings of chronic inflammation promotes oncogenesis (17–19). In this way, MUC1-C drives lineage plasticity, the epithelial–mesenchymal transition (EMT) and epigenetic reprogramming in the progression of adenocarcinomas derived from barrier glandular epithelia (17–20). Conversely, little is known about the involvement of MUC1-C in SCCs that are derived from stratified squamous epithelial cells (8). Expression of MUC1-N and the MUC1 cytoplasmic tail has been detected in HNSCCs (21–23). Other work has reported that MUC1-N promotes migration and invasion of oral SCC cells (24); however, the mechanisms underlying potential roles for MUC1-C have not been defined in squamous cell biology and HNSCC. In the progression of adenocarcinomas, MUC1-C regulates effectors of chronic inflammation, including (i) pattern recognition receptors (PRR) that induce IFNa/b production, (ii) STAT1 with activation of the type I/II IFN pathways, and (iii) IFN-stimulated genes (ISG) that contribute to DNA damage resistance and immune evasion (18, 20, 25–27). MUC1-C–induced regulation of these inflammatory genes is associated with changes in (i) chromatin accessibility conferred by the SWI/SNF BAF and PBAF chromatin remodeling complexes, and (ii) H3K27ac and H3K4me1/3 levels (18, 20, 25–29). These effects of MUC1-C, which in principle are reversible with restitution of homeostasis, become established in settings of chronic inflammation with progression to the cancer stem cell (CSC) state (17–20).

The barrier role of the head and neck squamous epithelium is disrupted by stress, as for example that induced by exposure to cigarette smoke and alcohol (8). How that loss of homeostasis from chronic inflammation promotes progression to HNSCC remains largely unknown. The current studies demonstrate that MUC1-C drives STAT1-dependent chronic inflammation in HPV-negative HNSCC cells and thereby induction of the ∆Np63 (9, 30–32) and SOX2 (10, 33) TFs that have been linked to HNSCC pathogenesis. We also demonstrate that (i) MUC1-C signaling regulates the NOTCH3 pathway that contributes to the HNSCC CSC state (34, 35), and (ii) HNSCC cells are dependent on MUC1-C for self-renewal and tumorigenicity. In concert with these results, we report that MUC1 associates with ∆Np63, SOX2, and NOTCH3 expression in HNSCC tumor cells as determined by single-cell RNA sequencing (scRNA-seq) analysis. These findings indicate that MUC1-C promotes HNSCC progression and is a potential target for advanced HNSCC treatment.

## Materials and Methods

### Cell Culture

HPV-negative CAL27 cells (ATCC, RRID:CVCL_1107) were cultured in DMEM (Thermo Fisher Scientific) supplemented with 10% FBS (GEMINI Bio-Products). HPV-negative HSC3 and FaDu cells (ATCC, RRID:CVCL_1288 and 1218) were cultured in minimum essential medium (Corning) supplemented with 10% FBS. Authentication of the cells was performed every 3–4 months by short tandem repeat analysis. Cells were monitored for *Mycoplasma* contamination every 3–4 months using the MycoAlert Mycoplasma Detection Kit (Lonza). Cells were maintained for 3 months when performing experiments.

### Gene Silencing

MUC1shRNA#1 (MISSION shRNA TRCN0000122938; Sigma) and a control scrambled shRNA (CshRNA; Sigma) were inserted into the pLKO-tet-puro vector (Plasmid #21915; Addgene) as described previously (36). The MUC1shRNA#2 (MISSION shRNA TRCN0000430218) and STAT1 shRNA (MISSION shRNA TRCN0000004266) were produced in HEK293T cells (RRID:CVCL_0063) as described previously (36). Flag-tagged MUC1-C/CD was inserted into the empty control pLenti CMV Blast DEST (706-1) vector (Plasmid #17451; Addgene) as described previously (27). Vector-transduced cells were selected for growth in 1–2 µg/mL puromycin. Cells were treated with 0.1% DMSO as the vehicle control or 500 ng/mL doxycycline (DOX; Millipore Sigma).

### Immunoblot Analysis

Total lysates prepared from nonconfluent cells were subjected to immunoblot analysis using anti-MUC1-C (HM-1630-P1ABX, 1:200 dilution; Thermo Fisher Scientific), anti-RIG-I [3743S, 1:1,000 dilution; Cell Signaling Technology (CST)], anti-MDA5 (5321S, 1:1,000 dilution; CST), anti-STAT1 (9172S, 1:1,000 dilution; CST), anti-STAT2 (72604S, 1:1,000 dilution; CST), anti-IRF9 (76684S, 1:1,000 dilution; CST), anti-IRF1 (8478S, 1:1,000 dilution; CST), anti-OAS1 (14955-1-AP, 1:1,000 dilution; Proteintech), anti-MX1 (13750-1-AP, 1:1,000 dilution; Proteintech), anti-ISG15 (sc-166755, 1:1,000 dilution; Santa Cruz Biotechnology), anti-GBP1 (15303-1-AP, 1:1,000 dilution; Proteintech), anti-IDO-1 (86630S, 1:1,000 dilution, CST), anti-WARS (GTX110223, 1:1,000 GeneTex), anti-∆Np63 (619002, 1:1,000 dilution; BioLegend), anti-SOX2 (3579, 1:1,000 dilution; CST), anti-NOTCH3 (5276T, 1:1,000 dilution, CST), anti-HEY1 (19929-1-AP, 1:2,000 dilution; Proteintech), anti-JAG1 (2620T, 1:1,000 dilution, CST), anti-DLL3 (2483S, 1:1,000 dilution, CST) and anti-β-actin (A5441, 1:10,000 dilution; Sigma-Aldrich). Chromatin purified using the Chromatin Extraction Kit (ab117152, Abcam) was immunoblotted with anti-MUC1-C (HM-1630-P1ABX, 1:200 dilution; Thermo Fisher Scientific), anti-STAT1 (9172S, 1:1,000 dilution; CST) and anti-histone H3 (ab1791, 1:5,000 dilution, Abcam).

### Colony Formation Assays

Cells were seeded in 24-well plates for 24 hours and then treated with (i) 0.1% DMSO or 500 ng/mL DOX, and (ii) PBS or GO-203. After 7–14 days, cells were stained with 0.5% crystal violet (LabChem) in 25% methanol. Growth was quantified at 590 nm using a spectrophotometer and normalized to DMSO treatment.

### qRT-PCR

Total cellular RNA was isolated using TRIzol reagent (Thermo Fisher Scientific). cDNAs were synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) as described previously (36). The cDNA samples were amplified using the Power SYBR Green PCR Master Mix (Applied Biosystems) and the CFX96 Real-Time PCR System (Bio-Rad) as described previously (36). Primers used for qRT-PCR are listed in Supplementary Table S1.

### Click-iT Nascent RNA Assay

Nascent RNA labeling with ethylene uridine (EU) was performed using the Click-iT Nascent RNA Capture kit (Invitrogen) as described previously (29). Cells were pulsed with 0.5 mmol/L EU for 24 hours and nascent transcripts were captured from isolated total RNA on streptavidin magnetic beads. cDNA synthesis was performed on the beads using the High-Capacity cDNA Reverse Transcription Kit followed by qRT-PCR analysis.

### Chromatin Immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed on cells cross-linked with 1% formaldehyde for 10 minutes at 37°C, quenched with 2 mol/L glycine, washed with PBS, and sonicated in a Covaris 220 sonicator to generate 300–600 bp DNA fragments. Immunoprecipitation was performed using a control IgG (3900S, CST, RRID:AB_1550038) and antibodies against MUC1-C (16564S, CST, RRID:AB_2798765) and STAT1 (9172S, CST). Quantitation was performed on immunoprecipitated DNA using SYBR-green and the CFX384 real-time PCR machine (Bio-Rad). Precipitated DNAs were detected by PCR using primers listed in Supplementary Table S2. Data are reported as percentage of input DNA for each sample.

### Chromatin-bound Protein Extraction

Chromatin Extraction Kit (Abcam) was used to isolate chromatin-bound proteins according to the manufacturer's instructions.

### RNA-seq Analysis

Total RNA from cells cultured in triplicates was isolated using TRIzol reagent (Invitrogen) as described previously (36). TruSeq Stranded mRNA (Illumina) was used for library preparation. Raw sequencing reads were aligned to the human genome (GRCh38.74) using STAR. Raw feature counts were normalized and differential expression analysis using DESeq2 as described previously (36). Differential expression rank order for subsequent gene set enrichment analysis (GSEA) was performed using the fgsea (v1.8.0) package in R. Hallmark Gene Sets were queried through the Molecular Signatures Database (MSigDB).

### Tumorsphere Formation Assays

Cells (5 × 10^3^) were seeded per well in 6-well ultra-low attachment culture plates (Corning Life Sciences) in DMEM/F12 50/50 medium (Corning Life Sciences) with 20 ng/mL EGF (Millipore Sigma), 20 ng/mL bFGF (Millipore Sigma), and 1% B27 supplement (Gibco). Cells were treated with (i) 0.1% DMSO or 500 ng/mL DOX, and (ii) PBS or GO-203 as described previously (36). Tumorspheres were counted under an inverted microscope in triplicate wells.

### Mouse Tumor Model Studies

Six-week-old nude mice (Jackson Laboratory) were injected subcutaneously into the flank with 1 × 10^7^ CAL27 cells in 100 mL of a 1:1 solution of medium and Matrigel (BD Biosciences). When the mean tumor volume reached 100–150 mm^3^, the mice were pair-matched into groups of 5 mice each. Mice were treated intraperitoneally each day with PBS or GO-203 at a dose of 12 µg/g body weight. Tumor measurements and body weights were recorded twice per week. Tumor lysates were prepared using the T-PER tissue protein extraction reagent (#78510, Thermo Fisher Scientific). The resource equation method was used for determining the minimum number of mice to achieve significance (37). These studies were conducted in accordance with the ethical regulations required for approval by the Dana-Farber Cancer Institute Animal Care and Use Committee under protocol #03–029.

### Analysis of Publicly Available Bulk RNA-seq HNSCC Data

HNSCC RNA-seq and clinical annotation dataset file of GSE136037 was downloaded from the Gene Expression Omnibus (GEO) database. GSE136037 included 49 primary lesions and 23 metastatic lesions. The downloaded data GSE136037 was used in read count format.

### Analysis of Publicly Available scRNA-seq HNSCC Data

Data for publicly available scRNA-seq dataset of HNSCC samples (GSE181919) were obtained from GEO. GSE181919 included 20 primary tumor samples (13 HPV-negative and seven HPV-positive). The expression level of Transcript per million (TPM) was obtained with tumor cells identified using previously determined criteria (38). Uniform manifold approximation and projection (UMAP) representations of remaining tumor cells were produced from total expression profiles, with expression (TPM) compared between given factors. Generated census counts were obtained from GEO. Low-quality cells previously determined were eliminated prior to downstream analysis. Remaining cells were analyzed by Seurat. Normalization and variance stabilization were conducted using regularized negative binomial regression(sctransform).

### Statistical Analysis

Each experiment was performed at least three times. Unpaired two-tailed Student *t* tests were used to assess differences between the mean ± SD of two groups. GraphPad Prism9 was used for all statistical analyses. *P* values were considered significant at *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001 with confidence interval = 95%.

### Data Availability

Raw and processed RNA-seq data generated in this study are available from the NCBI GEO under accession GSE252287.

## Results

### Dependence of HNSCC Cells on MUC1-C for Clonogenicity

Analysis of the GSE136037 dataset demonstrated that *MUC1* gene expression is significantly increased in metastatic versus primary HNSCC tumors (Fig. 1A; Supplementary Fig. S1A). To investigate potential involvement of MUC1-C in HNSCC, we established HPV-negative CAL27 HNSCC cells expressing a CshRNA or MUC1shRNA vector. MUC1-C mRNA levels were decreased in CAL27/MUC1shRNA, and not CAL27/CshRNA, cells (Fig. 1B, left). Moreover, the MUC1-C protein, which is expressed as glycosylated 25 kDa and unglycosylated 17 kDa forms, was decreased in CAL27/MUC1shRNA cells (Fig. 1B, right). We found that silencing MUC1-C in CAL27/MUC1shRNA cells suppresses their capacity for clonogenic survival (Fig. 1C), in support of the potential importance of this oncoprotein in HNSCC progression. MUC1-C consists of a 58 aa extracellular, 28 aa transmembrane, and 72 aa cytoplasmic domain (18). In addressing how MUC1-C promotes CAL27 cell clonogenicity, the MUC1-C cytoplasmic domain (MUC1-CD) is an intrinsically disordered scaffold with nodes for integrating diverse signaling pathways (Fig. 1D; ref. 18). MUC1-CD is phosphorylated by EGFR, FGFR3, and MET (18). In addition, the MUC1-CD CQC motif, which is targeted by the GO-203 inhibitor, binds directly to JAK1 and the SAGNGGSSLS region associates with STAT1 in facilitating their interactions (Fig. 1D; refs. 18, 39). To further assess the effects of MUC1-C and MUC1-CD, we used an inducible tet-MUC1shRNA targeting a different region, which in response to DOX treatment downregulated MUC1-C expression (Fig. 1E). MUC1-C silencing was rescued by expressing a DOX-inducible Flag-MUC1-CD (tet-Flag-MUC1-CD; Fig. 1E). In this way, we found that MUC1-CD reverses the suppressive effects of silencing MUC1-C on colony formation (Fig. 1F). As an additional control, treatment of CAL27/tet-CshRNA cells with DOX had little if any effect on MUC1-C expression and colony formation (Supplementary Fig. S1B and S1C), indicating that CAL27 cells are dependent on MUC1-CD for clonogenic survival.

**FIGURE 1:**
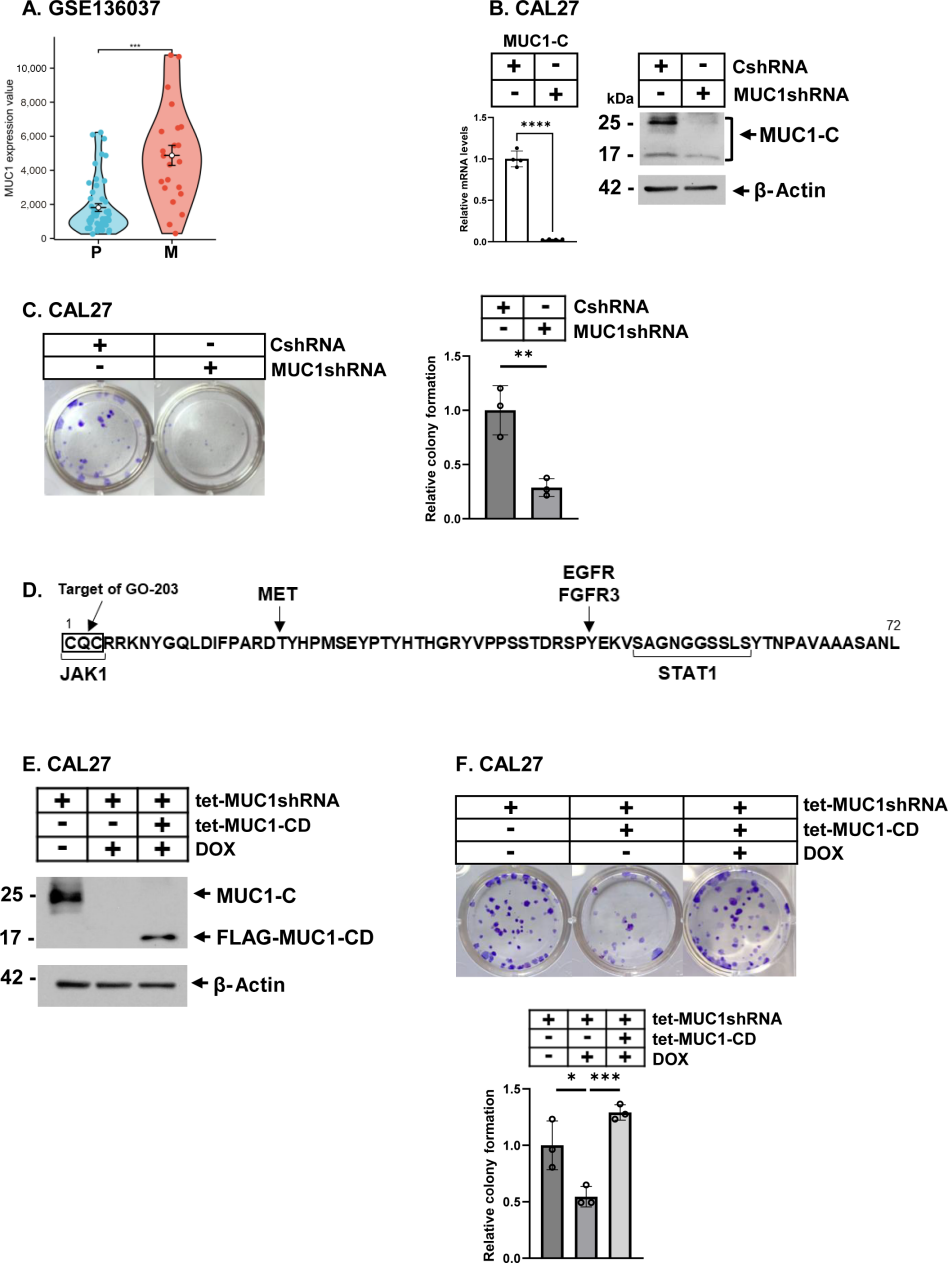
Expression of MUC1 in HNSCC tumors and effects of silencing MUC1-C on HNSCC cell clonogenicity. **A,** Analysis of primary (P) and metastatic (M) HNSCC tissues for MUC1 expression using the GSE136037 dataset. **B,** CAL27/CshRNA and MUC1shRNA cells were analyzed for MUC1-C mRNA levels (left). The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for CshRNA cells (assigned a value of 1; left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **C,** The indicated CAL27 cells were analyzed for colony formation. Shown are representative photomicrographs of stained colonies (left). The results (mean ± SD of three determinations) are expressed as relative colony formation compared with that for CshRNA cells (assigned a value of 1; right). **D,** Amino acid sequence of the MUC1-C cytoplasmic domain (CD) highlighting direct interactions with JAK1 and STAT1. **E** and **F,** CAL27 cells expressing the indicated vectors were treated with vehicle or DOX for 7 days. Lysates were immunoblotted with antibodies against the indicated proteins (**E**). Cells were analyzed for colony formation (**F**). Shown are representative photomicrographs of stained colonies (top). The results (mean ± SD of three determinations) are expressed as relative colony formation compared with that for control cells (assigned a value of 1; bottom).

### MUC1-C Activates Gene Signatures Associated with Chronic Inflammation

For comparison with CAL27 cells, we established human HPV-negative HSC3 (Supplementary Fig. S2A and S2B) and FaDu (Supplementary Fig. S2C and S2D) HNSCC cells expressing a tet-CshRNA or tet-MUC1shRNA and confirmed that MUC1-C expression is selectively downregulated in DOX-treated tet-MUC1shRNA cells. We also found that, like CAL27 cells, silencing MUC1-C similarly suppresses clonogenicity of HSC3 and FaDu cells (Supplementary Fig. S2E and S2F). Volcano plots demonstrated that inducible MUC1-C silencing in CAL27 and HSC3 cells results in broad changes in downregulated and upregulated gene expression [FDR < 0.05, fold change (FC)>2] (Fig. 2A). 

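CAL27 and HSC3 are established HPV-negative HNSCC cell lines. In the tet-MUC1shRNA cells an shRNA against MUC1 is expressed when doxycycline (DOX) is added to the medium. RNA-seq was performed on 12 libraries from these cells, with 3 from each line treated with vehicle (0.1% DMSO) and 3 from each line treated with 500 ng/mL DOX, all for 7 days. RNA was made into stranded poly(A) libraries and the reads were aligned to the human genome with STAR. The authors deposited their counts on each of 39368 gene symbols in each library, without normalization. The paper's text does not name the tool that counted the reads, how it used strand, or how it treated duplicated reads. The counts summed to 126328662, 97477659 and 108406101 in the CAL27 vehicle libraries and to 97280495, 92866845 and 117677241 in the CAL27 DOX libraries. They summed to 125052179, 89730914 and 130393198 with vehicle and to 169065103, 146548684 and 134231542 with DOX in HSC3 cells. Depth alone did not set how many genes were detected. The HSC3 DOX libraries had the highest totals but counts on 19128 to 20910 genes, against 20661 to 21243 in the HSC3 vehicle libraries and 23707 to 24685 in CAL27 cells. Among counts from 1 to 19, odd numbers made up 32.2% to 35.7% in the CAL27 libraries and 22.1% to 25.7% in the HSC3 libraries. From the genes with no count, the number of counts that each molecule gave was estimated at 2.77 to 3.52 in the CAL27 libraries, 4.69 to 7.31 in the HSC3 vehicle libraries and 7.25 to 16.8 in the HSC3 DOX libraries, so floors and low counts cover fewer molecules than their number gives. The expected counts behind these estimates came from the other libraries of the line, vehicle and DOX together. Genes that fall with DOX could therefore make the estimates of the DOX libraries too high. Each cell line was analysed alone. Genes kept by edgeR's filterByExpr were normalized by its TMM method, and DOX was compared with vehicle by its two-sided quasi-likelihood test, the source of each edgeR p value, with Benjamini-Hochberg adjustment over all genes tested. A gene was called when its adjusted p was under 0.05 and its log2 fold change was above 1 in size, which are the thresholds of the paper. The paper used DESeq2, which was run as an alternative. Standard errors are the log2 fold change divided by the signed square root of the test's F. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1. No library from DOX-treated tet-CshRNA cells was analysed here, so these counts do not separate silencing of MUC1 from other effects of DOX or of the shRNA.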

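MUC1 lies on chromosome 1 from 155185824 to 155192916 of GRCh38 (GENCODE v44), on the minus strand. In CAL27 cells it fell from 60.9 ± 2.61 CPM (SD, n = 3) with vehicle to 3.28 ± 0.274 (SD, n = 3) with DOX, a log2 fold change of -4.21 (standard error 0.067, edgeR adjusted p = 1.6e-19). In HSC3 cells it fell from 1.60 ± 0.161 CPM (SD, n = 3) to 0.214 ± 0.0834 (SD, n = 3), a log2 fold change of -2.88 (standard error 0.38, edgeR adjusted p = 2.0e-04). The HSC3 counts were 191, 162 and 196 with vehicle and 46, 36 and 16 with DOX. Each line was normalized on its own, and on that scale vehicle-treated HSC3 cells had a lower mean than DOX-treated CAL27 cells.

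**Figure D1:**
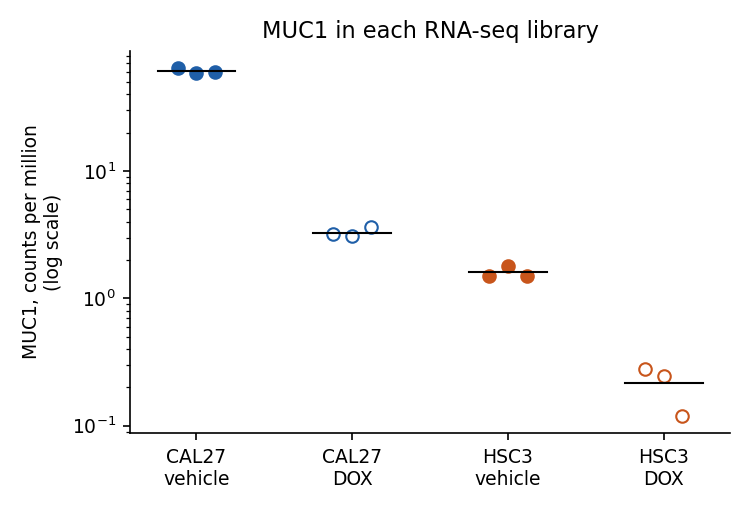
MUC1 CPM, normalized by TMM within each cell line, in each of the 12 libraries on a log scale. Filled points are vehicle, open points are DOX and lines are means, and in both lines all 3 DOX libraries lie below all 3 vehicle libraries.

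In CAL27 cells 19239 genes were tested, and 984 were downregulated and 252 upregulated. In HSC3 cells 18021 genes were tested, and 793 were downregulated and 284 upregulated. Of the alternatives tried, the fold change threshold moved these counts most. With FC>1.5 in place of FC>2, 1848 genes were downregulated and 714 upregulated in CAL27 cells, and 1514 and 798 in HSC3 cells. DESeq2 at FC>2 gave 986 and 253 in CAL27 cells and 916 and 363 in HSC3 cells. Both tools called the same 906 downregulated and 227 upregulated genes in CAL27 cells and the same 774 and 282 in HSC3 cells. Among well-counted genes, with a mean log2 CPM of at least 3 and DOX libraries outside the range of the vehicle libraries, MUC1 had the largest fall in CAL27 cells. It was followed by IFI44L, with a log2 fold change of -4.13 (standard error 0.070, edgeR adjusted p = 1.0e-16), and MMP10, with -3.98 (standard error 0.39, edgeR adjusted p = 0.0013). The largest rises in CAL27 cells were in FOSL1 at 2.09 (standard error 0.077, edgeR adjusted p = 1.3e-08), SEMA7A at 2.05 and CPA4 at 2.02. In HSC3 cells the largest falls were in AKR1C2 at -4.33 (standard error 0.21, edgeR adjusted p = 2.6e-07), TNS1 at -4.24 and NGFR at -3.49. AKR1C2 has close paralogs whose reads the counting could have split. The largest rises in HSC3 cells were in HSPB8 at 3.04 (standard error 0.14, edgeR adjusted p = 1.6e-07), FN1 at 2.22 and CCN1 at 2.03. All of the 12 downregulated and 6 upregulated genes read from each volcano plot in Fig. 2A were called in the same direction. Of these, RYR1, GLI2, DUOXA1 and MUC2 had 0 counts in every HSC3 DOX library, so their fitted fold changes do not give the size of a fall, and no fold is given. Their vehicle counts ran from 226 to 363 for GLI2, 38 to 128 for RYR1, 44 to 84 for MUC2 and 40 to 64 for DUOXA1, which stand for fewer molecules than counts.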

By comparing differentially expressed genes (DEG) from CAL27 and HSC3 cells with MUC1-C silencing, we identified (i) 441 common downregulated genes, which included STAT1/2, IRF9, and ISGs, and (ii) 138 upregulated genes (Fig. 2B). 

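The comparison covered the 17164 genes tested in both cell lines. Of these, 643 were downregulated in CAL27 cells and 741 in HSC3 cells, and 196 were downregulated in both. Independent changes would have given 27.8 (odds ratio 12.9, p = 3.2e-116, two-sided Fisher's exact test over genes, which are not independent replicates). For upregulated genes, 219 were called in CAL27 cells and 266 in HSC3 cells, and 49 in both against 3.39 expected (odds ratio 22.2, p = 5.6e-43, the same exact test). A further 3 genes were downregulated in CAL27 cells and upregulated in HSC3 cells, and 6 changed the other way. With FC>1.5, 510 genes were downregulated and 176 upregulated in both lines. STAT2 had a log2 fold change of -1.14 (standard error 0.038, edgeR adjusted p = 8.9e-15) in CAL27 cells and -0.29 (standard error 0.077, edgeR adjusted p = 0.018) in HSC3 cells. Leaving out HSC3 vehicle replicate 1 or DOX replicate 3 raised the HSC3 edgeR adjusted p of STAT2 to 0.099 and 0.051, within a range of 0.0020 to 0.099 over its alternatives. IRF9, on chromosome 14 from 24161234 to 24168043 of GRCh38, had counts of 22, 23 and 30 with vehicle and 1, 6 and 0 with DOX in CAL27 cells, a log2 fold change of -3.22 (standard error 0.73, edgeR adjusted p = 0.0011). In HSC3 cells its counts were 13, 12 and 12 with vehicle and 4, 21 and 4 with DOX, a log2 fold change of -0.72 (standard error 1.13, edgeR adjusted p = 0.71), so no difference was detectable at this depth, and its adjusted p was 0.43 to 0.89 over its alternatives. In the annotation, 93.0% of the exons of IRF9 lie under a readthrough gene on the same strand, and its counts are uncertain for that reason.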

MUC1-C localizes to chromatin of cancer cells, where it interacts with TFs and effectors of epigenetic regulation (18, 40). In concert with the findings that MUC1-C binds directly to STAT1 and regulates STAT1 target genes (39), analysis of purified chromatin in CAL27 cells demonstrated that silencing MUC1-C decreases expression of the MUC1-C 17 kDa monomer and 34 kDa homodimer in association with downregulation of STAT1 levels (Fig. 2C). 

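Responses to type I IFN and IFN-γ were scored with a list of 97 type I IFN-stimulated genes and a list of 77 IFN-γ response genes. Both were written from general knowledge and are not the MSigDB sets, and they share 16 genes. Each list was tested with fgsea on the genes of a cell line ranked by the signed square root of edgeR's F, with Benjamini-Hochberg adjustment over 8 lists and both lines. In CAL27 cells the 96 tested genes of the type I IFN list had a median log2 fold change of -0.94 (adjusted p = 3.4e-31, fgsea gene permutation). Of these, 87 were lower with DOX and 84 were lower at an adjusted p under 0.05. In HSC3 cells the median was -0.21 over 96 genes (adjusted p = 1.2e-07, fgsea gene permutation), and 63 were lower, 39 of them at an adjusted p under 0.05. The IFN-γ list had a median of -0.72 in CAL27 cells (adjusted p = 6.8e-20, fgsea gene permutation) and -0.25 in HSC3 cells (adjusted p = 0.0019, fgsea gene permutation). In HSC3 cells CXCL11 and CMPK2 of the type I IFN list and CXCL11 and GBP5 of the IFN-γ list had no DOX library above 3 counts, and with these set to a floor of 3 counts the medians were -0.21 and -0.25. Over genes with a mean log2 CPM of at least 3 in both lines the falls were smaller, with medians of -0.68 in CAL27 and -0.074 in HSC3 cells over 68 genes of the type I IFN list, and of -0.52 and -0.13 over 39 of the IFN-γ list. Among all genes tested the median was -0.0052 in CAL27 cells and -0.0097 in HSC3 cells. The fall was smaller in HSC3 cells. In a fit of cell line, DOX and their interaction over all 12 libraries, the median difference in log2 fold change was 0.65 for the type I IFN list (adjusted p = 1.7e-19, fgsea gene permutation) and 0.38 for the IFN-γ list (adjusted p = 1.3e-05, the same permutation test). Gene permutation treats the genes of a list as independent. Under limma's camera with a correlation estimated from the data, the type I IFN list had an adjusted p of 0.094 in CAL27 cells and 0.15 in HSC3 cells, and the IFN-γ list of 0.11 and 0.14. Under limma's rotation test fry these 4 values were 2.4e-04, 0.0014, 4.0e-04 and 8.0e-04. Fry asks whether the genes of a list change at all, while camera and fgsea ask whether they change more than other genes. For the difference between the lines, camera gave an adjusted p of 0.042 for type I IFN and 0.14 for IFN-γ, and fry 2.3e-04 and 0.0032. With genes ranked by log2 fold change, fgsea gave the IFN-γ difference an adjusted p of 0.61. The call of the IFN-γ difference thus depends on how the list is tested.

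**Figure D2:**
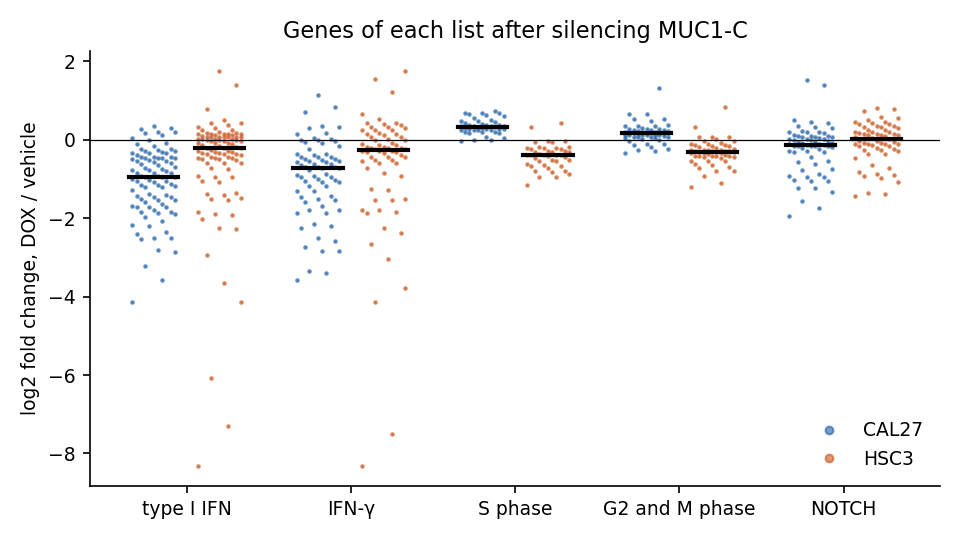
Log2 fold change, DOX against vehicle, of each tested gene of 5 gene lists in CAL27 and HSC3 cells. Each point is a gene and each line a median. The 2 lowest HSC3 points of each IFN list are genes at the floor with DOX, whose fitted values are no bound, and the type I IFN list has medians of -0.94 in CAL27 and -0.21 in HSC3 cells.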

Assessment of the top MUC1-C–downregulated HALLMARK gene sets (Supplementary Fig. S2G) further identified the HALLMARK INTERFERON ALPHA (Fig. 2D) and HALLMARK INTERFERON GAMMA RESPONSE (Fig. 2E) signatures. Consistently, silencing MUC1-C in CAL27 and HSC3 cells was associated with suppression of downstream IFN type I/II pathway ISGs, which included (i) IRF7 and IRF9, (ii) OAS1-3 and OASL, (iii) MX1/2 and (iv) IFIT1 and IFITM1 (Fig. 2F and G).

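Counts for the 10 ISGs were lower with DOX in CAL27 cells for every gene. The largest fall was in MX2, on chromosome 21 from 41361999 to 41409393 of GRCh38, from 126 ± 4.69 CPM (SD, n = 3) to 13.5 ± 2.66 (SD, n = 3), a log2 fold change of -3.22 (standard error 0.14, edgeR adjusted p = 2.0e-05), apart from IRF9, whose low counts leave its fall of similar size uncertain. MX1 followed at -2.85 (standard error 0.067, edgeR adjusted p = 5.3e-12), then OAS1 at -2.51 (standard error 0.085, edgeR adjusted p = 8.4e-09) and OAS2 at -2.29 (standard error 0.056, edgeR adjusted p = 2.3e-14). IFIT1 changed by -2.11, IFITM1 by -2.08, IRF7 by -1.84, OASL by -1.63 and OAS3 by -1.60 on the log2 scale in CAL27 cells. In HSC3 cells, 9 of the 10 were lower at an edgeR adjusted p under 0.05, IRF9 being the exception. MX2 changed by -2.37 (standard error 0.22, edgeR adjusted p = 1.6e-05) and IFIT1 by -2.19 (standard error 0.16, edgeR adjusted p = 3.8e-06) on the log2 scale. MX1 changed by -1.92, OAS1 by -1.50, OAS2 by -1.37 and OAS3 by -1.25. OASL had HSC3 counts of 414, 128 and 248 with vehicle and 0, 14 and 0 with DOX, a log2 fold change of -6.08 (standard error 0.89, edgeR adjusted p = 4.2e-04). DOX replicate 2 alone sets that size, since without it the OASL counts with DOX are 0. IRF7 at -0.94 (standard error 0.25, edgeR adjusted p = 0.016) and IFITM1 at -0.75 (standard error 0.24, edgeR adjusted p = 0.040) fell by less than 2-fold in HSC3 cells. Leaving out a single HSC3 library raised their edgeR adjusted p to as much as 0.097 for IRF7, without vehicle replicate 1, and 0.16 for IFITM1, without vehicle replicate 3. For IFITM1, 52.5% of the exons lie under a readthrough gene, and reads could also be split with its paralogs. The difference between the lines was tested by the interaction term. A positive value is a smaller fall in HSC3 cells. It was 1.32 (edgeR adjusted p = 0.0060) for IFITM1, 1.01 (edgeR adjusted p = 0.0037) for OAS1, 0.94 (edgeR adjusted p = 4.6e-04) for MX1, 0.92 (edgeR adjusted p = 2.4e-05) for OAS2 and 0.35 (edgeR adjusted p = 0.0052) for OAS3. For MX2 it was 0.85 (edgeR adjusted p = 0.027), and the edgeR adjusted p was 0.061 with counts divided by the counts per molecule. For OASL it was -4.47 (edgeR adjusted p = 1.7e-04), in the opposite direction and on the low HSC3 counts given above. For IRF7 it was 0.90 (edgeR adjusted p = 0.054), with an edgeR adjusted p of 0.0045 with counts divided in that way. For IRF9 it was 2.46 (edgeR adjusted p = 0.27) and for IFIT1 -0.075 (edgeR adjusted p = 0.85). The paper states that silencing MUC1-C was associated with suppression of these ISGs in both lines.

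**Figure D3:**
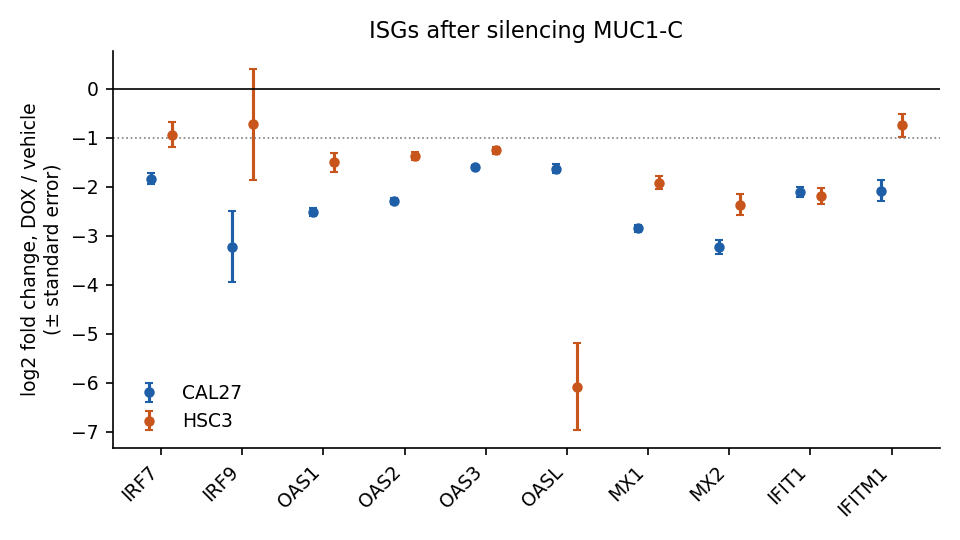
Log2 fold change of the 10 ISGs, DOX against vehicle, in CAL27 and HSC3 cells with its standard error from 3 libraries per group. The dotted line marks a log2 fold change of -1, and IRF9 in HSC3 cells has an error bar that crosses 0.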

**FIGURE 2:**
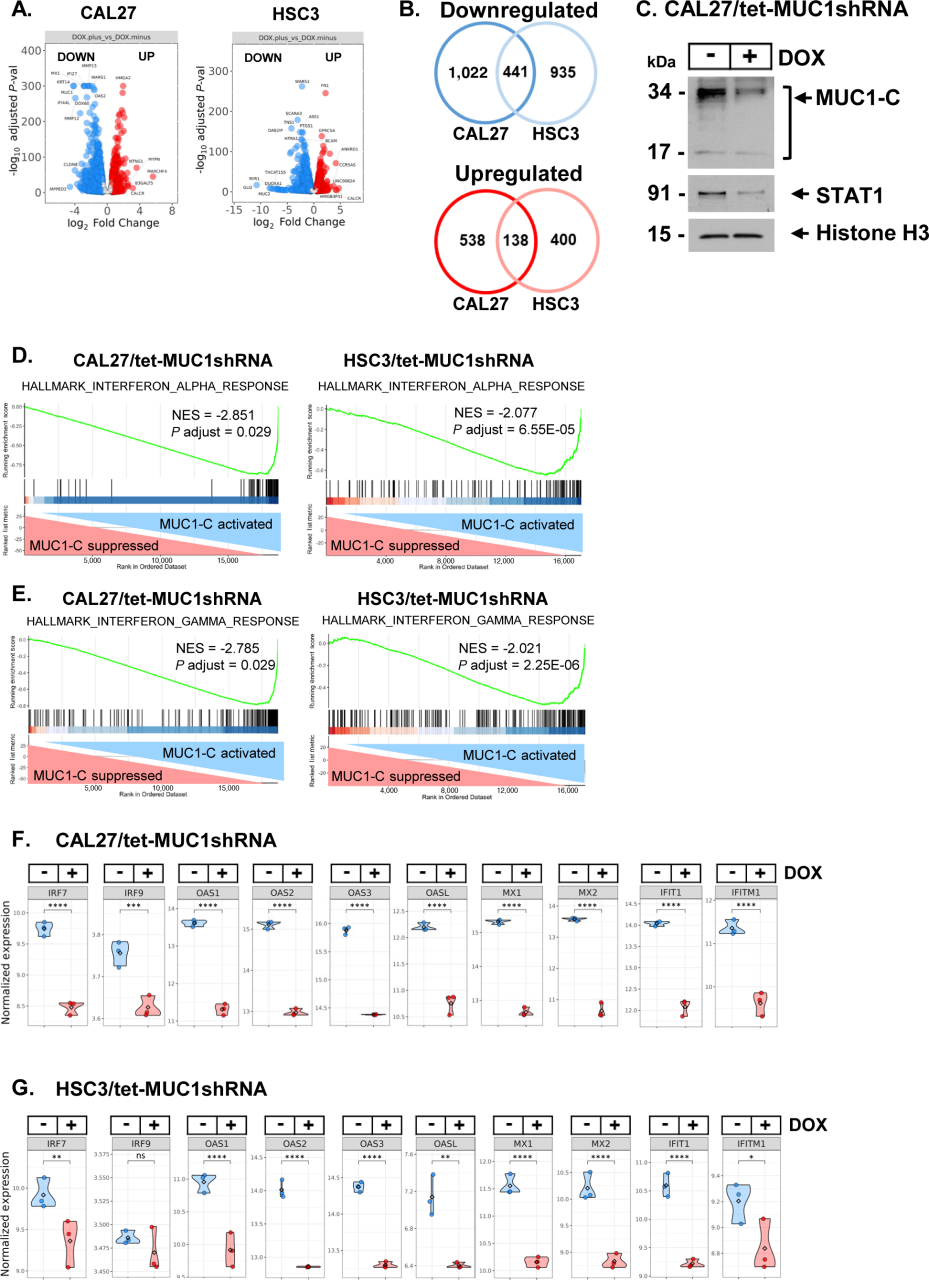
MUC1-C regulates a global transcriptional program enriched for STAT/IRF signaling in HNSCC cells. **A,** RNA-seq was performed on CAL27/tet-MUC1shRNA and HSC3/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days. Volcano plots depicting downregulated (blue) and upregulated (red) DEGs (FDR<0.05; FC>2). Highlighted are the top DEGs by significance and magnitude. **B,** Common downregulated and upregulated genes in CAL27 and HSC3 cells with MUC1-C silencing. **C,** Purified chromatin from CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was immunoblotted with antibodies against the indicated proteins. **D** and **E,** Candidate enrichment plots for the HALLMARK INTERFERON ALPHA RESPONSE (**D**), HALLMARK INTERFERON GAMMA RESPONSE (**E**) gene signatures. **F** and **G,** Box plots of selected ISG expression in CAL27 (**F**) and HSC3 (**G**) cells with MUC1-C silencing.

### MUC1-C Drives Intrinsic Chronic Inflammation by Regulating the Type I/II IFN Pathways

The type I IFN pathway is chronically activated in cancer cells by the RIG-I and MDA5 PRRs that recognize cytosolic RNA (41–43). Silencing MUC1-C in CAL27 cells decreased RIG-I and MDA5 transcripts (Fig. 3A) and protein levels, which were rescued with MUC1-CD (Fig. 3B). Congruent with driving these PRRs, silencing MUC1-C in CAL27 cells suppressed STAT1/2 and IRF9 (Fig. 3C and D). Similar effects on PRR, STAT1/2, and IRF9 expression were observed in HSC3 cells with MUC1-C silencing (Supplementary Fig. S3A and S3B). STAT1/2 regulate expression of downstream ISGs (44). We confirmed that targeting MUC1-C is necessary for expression of OAS1, MX1, and ISG15 proteins that contribute to the IFN-related DNA damage signature (Fig. 3E and F; Supplementary Fig. S3C; refs. 45–48). Among these, OAS1 also amplifies the type I IFN pathway and expression of genes that promote immune evasion (49). In addition, ISG15 links the DNA damage response to regulation of innate immunity (50). Along these lines, we found that MUC1-C regulates expression of guanylate-binding protein 1 (GBP1), which is activated by chronic inflammation and confers treatment resistance (refs. 51, 52; Fig. 3G and H; Supplementary Fig. S3D). Silencing MUC1-C also decreased expression of (i) IDO1, which suppresses tryptophan (Trp) levels in the tumor microenvironment necessary for T-cell function (53), and (ii) tryptophanyl-tRNA synthetase (WARS, WRS) that protects cancer cells from Trp depletion (refs. 54, 55; Fig. 3G and H). Similar results were obtained when targeting MUC1-C in HSC3 cells which, unlike CAL27 cells, have undetectable levels of IDO1 expression (Supplementary Fig. S3D). These findings supported a role for MUC1-C in regulating the type I and II IFN pathways in HNSCC cells and integrating expression of ISGs that promote DNA damage resistance and immune evasion associated with the CSC state (18, 27, 56–58).

**FIGURE 3:**
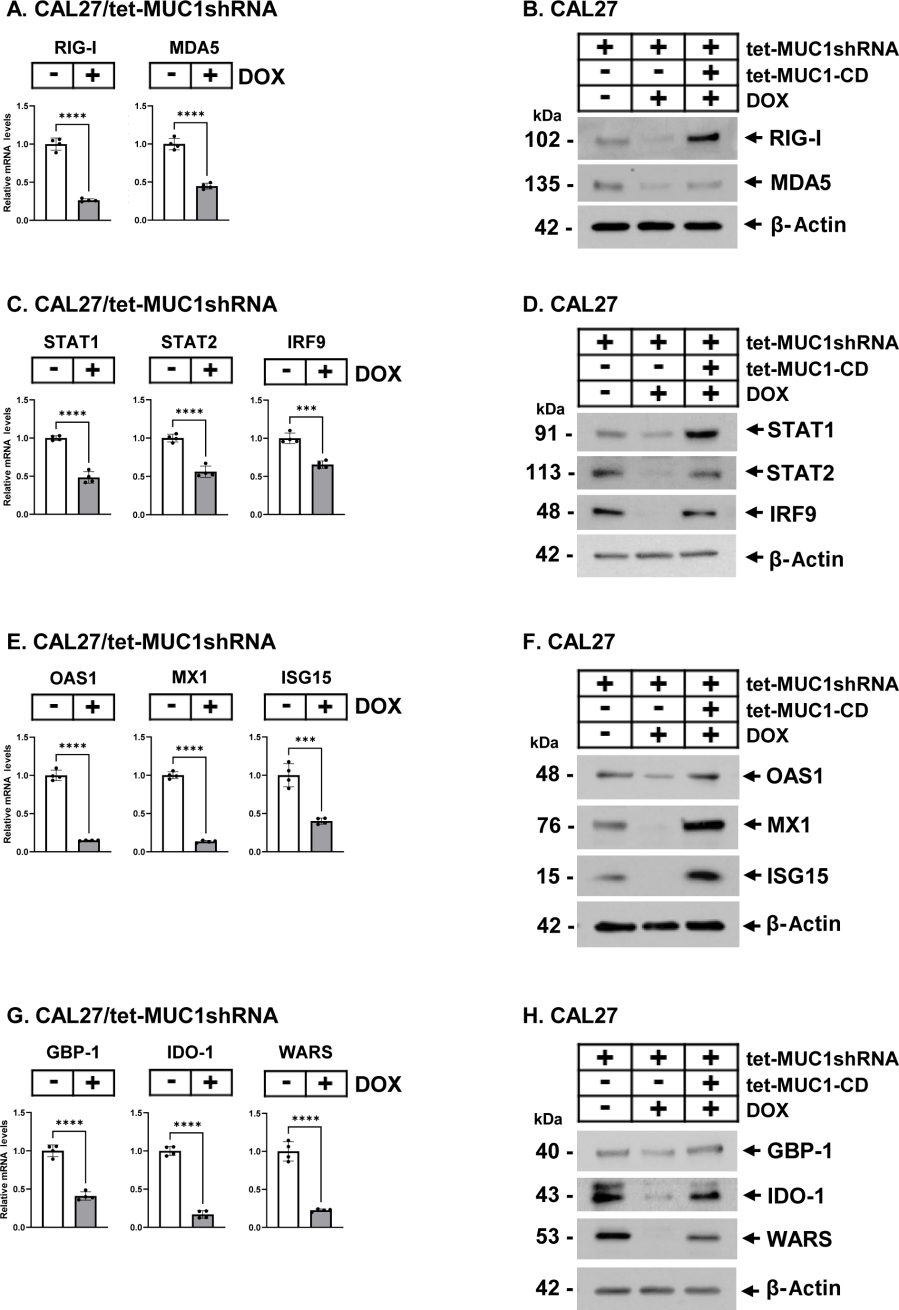
MUC1-C regulates expression of PRRs and effectors of the type I and II IFN pathways. **A,** CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 6 days were analyzed for RIG-I and MDA5 mRNA levels. The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for vehicle-treated cells (assigned a value of 1). **B,** CAL27 cells expressing the indicated vectors were treated with vehicle or DOX for 7 days. Lysates were immunoblotted with antibodies against the indicated proteins. **C,** CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for STAT1, STAT2, and IRF9 mRNA levels. The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for vehicle-treated cells (assigned a value of 1). **D,** CAL27 cells expressing the indicated vectors were treated with vehicle or DOX for 7 days. Lysates were immunoblotted with antibodies against the indicated proteins. **E,** CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for OAS1, MX1, and ISG15 mRNA levels. The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for vehicle-treated cells (assigned a value of 1). **F,** CAL27 cells expressing the indicated vectors were treated with vehicle or DOX for 7 days. Lysates were immunoblotted with antibodies against the indicated proteins. **G,** CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for GBP-1, IDO-1, and WARS mRNA levels. The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for vehicle-treated cells (assigned a value of 1). **H,** CAL27 cells expressing the indicated vectors were treated with vehicle or DOX for 7 days. Lysates were immunoblotted with antibodies against the indicated proteins.

### MUC1-C and STAT1 Regulate ∆Np63 Expression

The ∆Np63 TF plays a role in (i) homeostasis of the epidermis, (ii) SCC pathogenesis, and (iii) self-renewal of CSCs (9, 30–32). To our knowledge, there is no known association between MUC1-C and ∆Np63. We found here that targeting MUC1-C decreases *∆Np63* gene transcription and mRNA levels in CAL27 and HSC3 cells (Fig. 4A; Supplementary Fig. S4A). We also found that silencing STAT1 suppresses ∆Np63 expression (Fig. 4B; Supplementary Fig. S4B), supporting potential involvement of the MUC1-C/STAT1 autoinductive pathway (39). *∆Np63* is transcribed from a promoter in the third intron of the *TP63* gene (31), which was of interest in that a promoter-like signature (PLS) in this region contains a potential STAT binding motif (Fig. 4C). In concert with MUC1-C binding to STAT1 in regulating STAT1 target genes (39), ChIP studies of the PLS demonstrated that MUC1-C and STAT1 occupy this region and that silencing MUC1-C decreases their occupancy (Fig. 4D). Consistent with these results, targeting MUC1-C and STAT1 downregulated expression of the ∆Np63 protein (Fig. 4E and F; Supplementary Fig. S4C and S4D), indicating that MUC1-C/STAT1 signaling is necessary for ∆Np63 expression.

**FIGURE 4:**
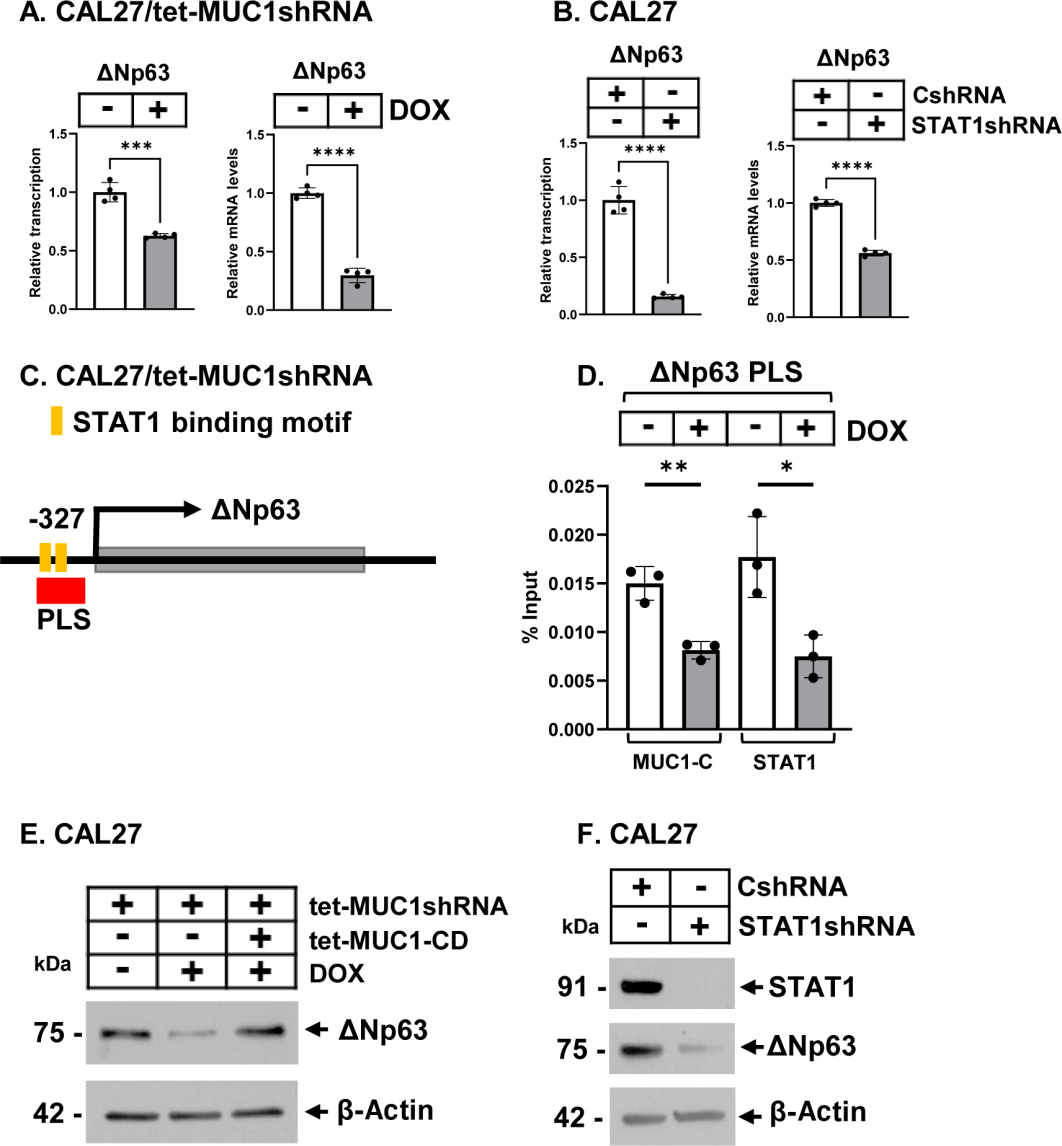
MUC1-C/STAT1 signaling regulates ∆Np63 expression. **A,** CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for *∆Np63* gene transcription (left) and mRNA (right) levels. The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for vehicle-treated cells (assigned a value of 1). **B,** CAL27/CshRNA and CAL27/STAT1shRNA cells were analyzed for *∆Np63* gene transcription (left) and mRNA (right) levels. The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for vehicle-treated cells (assigned a value of 1). **C,** Schema of the *∆Np63* gene with highlighting localization of the PLS region that contains potential STAT1 binding motifs. **D,** Soluble chromatin from CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with anti-MUC1-C and anti-STAT1. The DNA samples were amplified by qPCR with primers for the *∆Np63* PLS region. The results (mean ± SD of three determinations) are expressed as percentage of the input DNA for each sample. **E,** CAL27 cells expressing the indicated vectors were treated with vehicle or DOX for 7 days. Lysates were immunoblotted with antibodies against the indicated proteins. **F,** Lysates from CAL27/CshRNA and CAL27/STAT1shRNA cells were immunoblotted with antibodies against the indicated proteins.

### MUC1-C and STAT1 are Necessary for SOX2 Expression

SOX2 is essential for self-renewal of basal cells, which are the proposed origin of SCCs (30, 59). In addition, SOX2 contributes to progression of the SCC CSC state (10, 33). As found for ∆Np63, targeting MUC1-C in CAL27 and HSC3 cells downregulated *SOX2* gene transcription and mRNA levels (Fig. 5A; Supplementary Fig. S5A). Silencing STAT1 also decreased activation of the *SOX2* gene (Fig. 5B; Supplementary Fig. S5B), indicating that MUC1-C/STAT1 complexes drive SOX2 expression. In addressing this notion, we identified STAT1 binding motifs in a *SOX2* PLS (Fig. 5C) that were occupied by STAT1 in a MUC1-C–dependent manner (Fig. 5D). Targeting MUC1-C and STAT1 also decreased expression of the SOX2 protein (Fig. 5E and F; Supplementary Fig. S5C and S5D), indicating that MUC1-C/STAT1 signaling integrates regulation of the *∆Np63* and *SOX2* genes in HNSCC cells.

**FIGURE 5:**
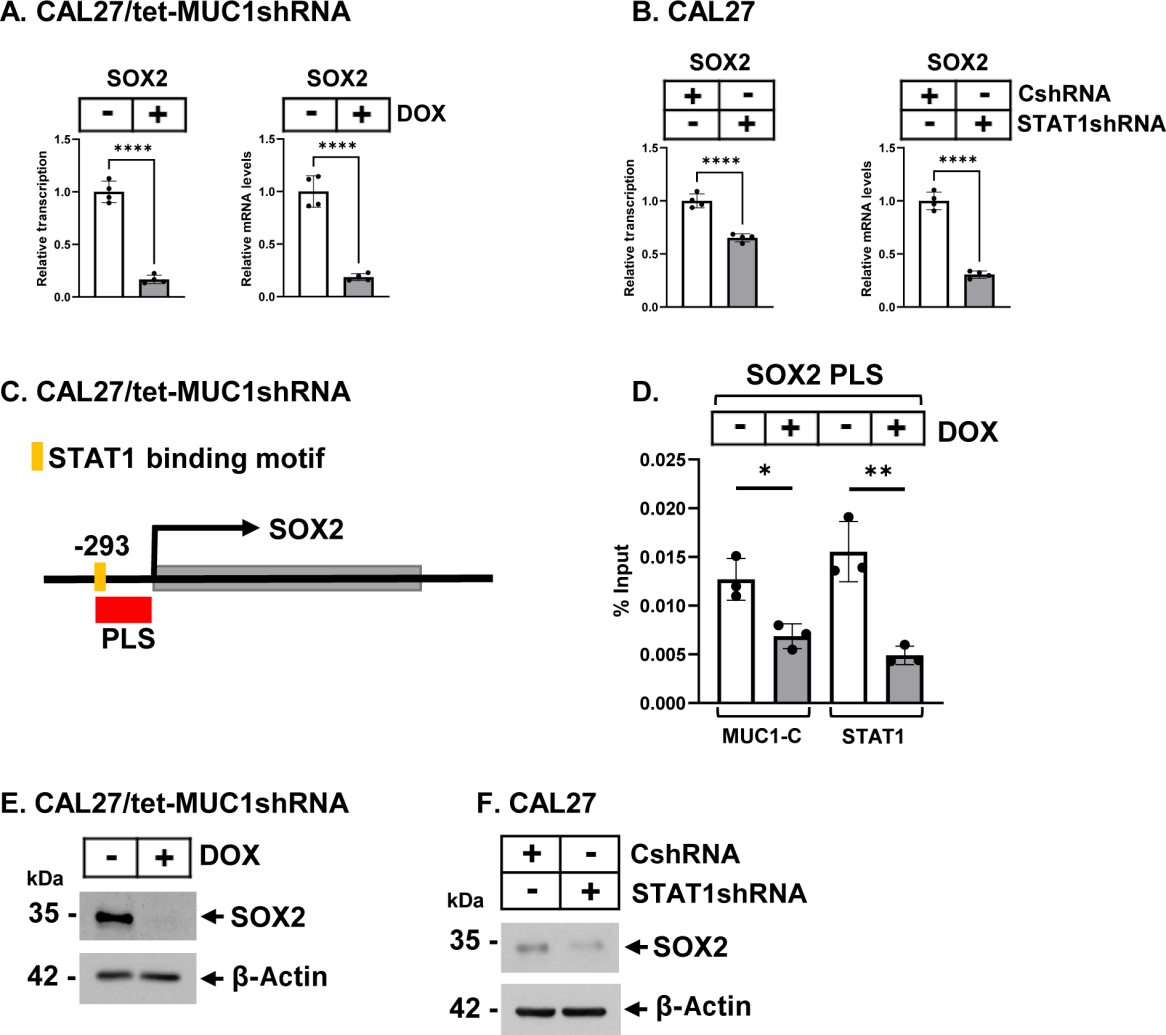
MUC1-C/STAT1 signaling regulates activation of the *SOX2* gene. **A,** CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for *SOX2* gene transcription (left) and mRNA (right) levels. The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for vehicle-treated cells (assigned a value of 1). **B,** CAL27/CshRNA and CAL27/STAT1shRNA cells were analyzed for *SOX2* gene transcription (left) and mRNA (right) levels. The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for vehicle-treated cells (assigned a value of 1). **C,** Schema of the *SOX2* gene with highlighting localization of the PLS region that contains STAT1 binding motifs. **D,** Soluble chromatin from CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with anti-MUC1-C and anti-STAT1. The DNA samples were amplified by qPCR with primers for the *SOX2* PLS region. The results (mean ± SD of three determinations) are expressed as percentage of input DNA for each sample. **E,** Lysates from CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were immunoblotted with antibodies against the indicated proteins. **F,** Lysates from CAL27/CshRNA and CAL27/STAT1shRNA cells were immunoblotted with antibodies against the indicated proteins.

### Targeting MUC1-C Downregulates NOTCH3 and HNSCC Cell Self-Renewal Capacity

Functional and genomic analyses have identified an important role for the NOTCH3 stemness factor in HNSCC progression (35). Silencing MUC1-C in CAL27 and HSC3 cells decreased expression of (i) NOTCH3, (ii) jagged canonical ligand 1 (JAG1), (iii) the delta-like ligand 3 (DLL3), and (iv) downstream NOTCH target HEY1 (refs. 35, 60; Fig. 6A; Supplementary Fig. S6A). 

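NOTCH signaling was scored in the RNA-seq libraries with a list of 70 receptors, ligands, effectors and targets, written from general knowledge and not taken from a published gene set. In CAL27 cells, the 66 tested genes had a median log2 fold change of -0.12 (adjusted p = 0.017, fgsea gene permutation). Of these, 41 were lower with DOX, 30 at an adjusted p under 0.05, and 13 were higher at that threshold. In HSC3 cells the median over 63 genes was 0.018 (adjusted p = 0.49, fgsea gene permutation), with 14 genes lower and 10 higher at an adjusted p under 0.05, so no shift of the list was detected. Its sign changed between alternatives, for example to -0.057 without HSC3 vehicle replicate 3. With library totals in place of TMM the list had a median of -0.0088. The HSC3 median of all genes also moved there, from -0.0097 to -0.035, so that change is not specific to the list. In CAL27 cells, camera with an estimated correlation gave an adjusted p of 0.19 and fry one of 7.3e-04. Fry does not compare the list with other genes, as camera does. The CAL27 median was -0.065 after a regression on GC content and length, and -0.050 over the 43 genes with a mean log2 CPM of at least 3 in both lines. The difference between the lines had a median of 0.073 (adjusted p = 0.13, fgsea gene permutation). NOTCH3, on chromosome 19 from 15159038 to 15200995 of GRCh38, fell from 203 ± 8.63 CPM (SD, n = 3) to 80.3 ± 4.65 (SD, n = 3) in CAL27 cells, a log2 fold change of -1.34 (standard error 0.046, edgeR adjusted p = 1.6e-14). HSC3 cells had far fewer NOTCH3 reads, with 98, 122 and 153 counts with vehicle and 54, 105 and 96 with DOX, a log2 fold change of -0.90 (standard error 0.39, edgeR adjusted p = 0.12). In 1 fit over all 12 libraries the HSC3 fall of NOTCH3 had an edgeR adjusted p of 0.0071, the smallest over its alternatives, which reached 0.35. JAG1 changed by -0.93 (standard error 0.038, edgeR adjusted p = 1.5e-13) in CAL27 and -0.91 (standard error 0.054, edgeR adjusted p = 8.8e-07) in HSC3 cells on the log2 scale.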

Concordant with these results, silencing MUC1-C suppressed the GOBP NOTCH SIGNALING PATHWAY and REACTOME SIGNALING BY NOTCH gene signatures (Fig. 6B; Supplementary Fig. S6B). Dysregulation of ∆Np63, SOX2, and NOTCH3 have each been linked to HNSCC cell stemness (8–10, 30–32, 34, 35). Consistent with MUC1-C dependence for ∆Np63, SOX2, and NOTCH3 expression, silencing MUC1-C in CAL27 and HSC3 cells decreased self-renewal capacity as evidenced by suppression of tumorsphere formation (Fig. 6C; Supplementary Fig. S6C). Moreover, we confirmed that MUC1-CD recovers sphere forming efficiency (SFE; Fig. 6C; Supplementary Fig. S6C). The 72 aa MUC1-C cytoplasmic domain includes a CQC motif that is essential for MUC1-C dimerization and function (Fig. 1C; refs. 17, 18). Targeting the MUC1-C CQC motif with the GO-203 inhibitor, which blocks MUC1-C nuclear localization and function (17, 18) decreased ∆Np63, SOX2, and NOTCH3 expression (Fig. 6D; Supplementary Fig. S6D). GO-203 treatment of CAL27 (Fig. 6E) and HSC3 (Supplementary Fig. S6E) cells also suppressed colony formation, confirming dependence of HNSCC cells on MUC1-C for clonogenic survival. In addition, targeting MUC1-C with GO-203 significantly inhibited SFE of CAL27 (Fig. 6F) and HSC3 (Supplementary Fig. S6F) cells, demonstrating that MUC1-C is necessary for their self-renewal capacity. GO-203 treatment of mice with established CAL27 xenografts further demonstrated dependence on MUC1-C for tumorigenicity (Fig. 6G). Immunoblot analysis of CAL27 tumors from control and GO-203–treated mice confirmed that targeting MUC1-C downregulates ∆Np63 and SOX2 expression (Fig. 6H).

**FIGURE 6:**
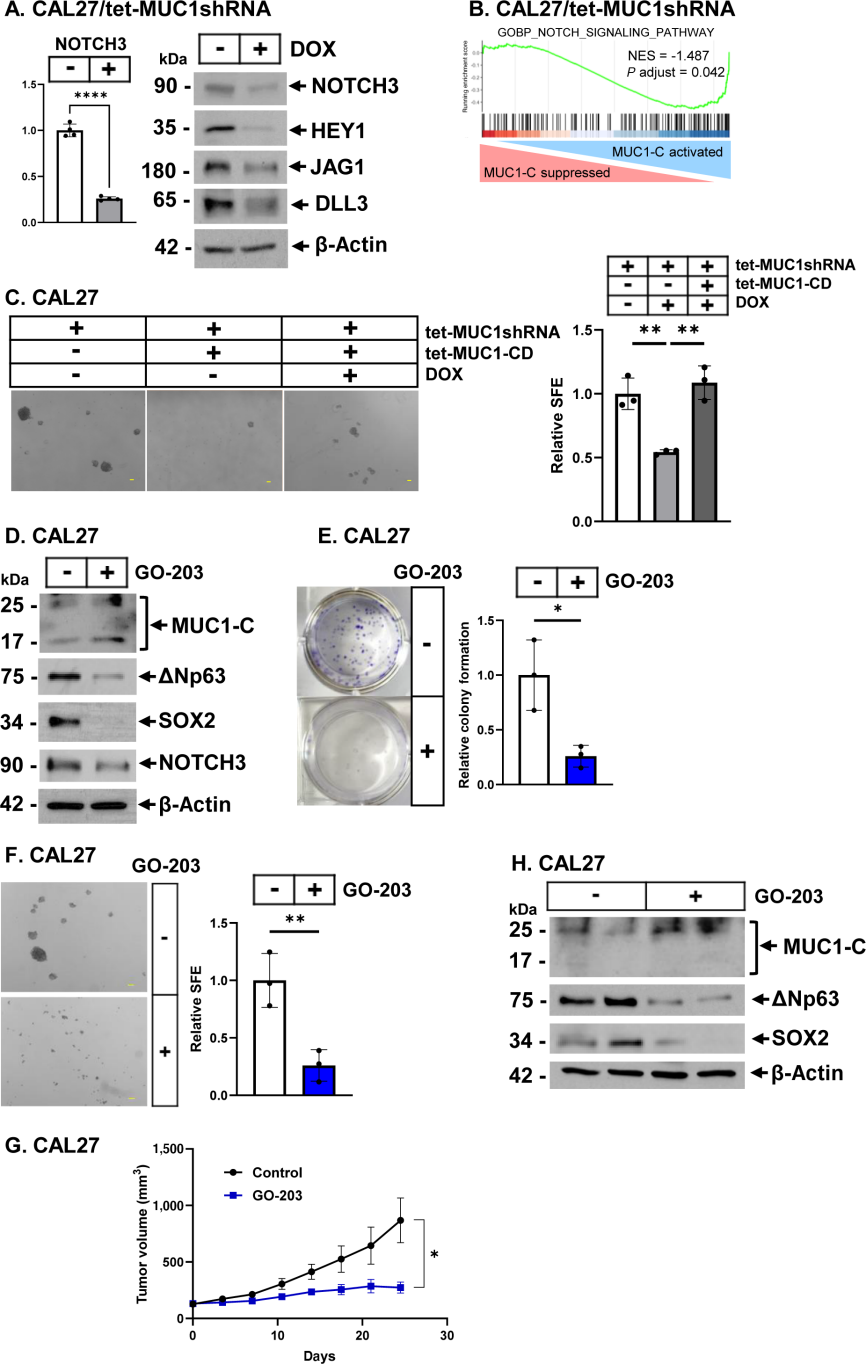
MUC1-C regulates NOTCH3 expression and HNSCC cell self-renewal capacity. **A,** CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for NOTCH3 mRNA levels. The results (mean ± SD of four determinations) are expressed as relative levels compared with that obtained for vehicle-treated cells (assigned a value of 1; left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **B,** GSEA of RNA-seq data from CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days using the REACTOME SIGNALING BY NOTCH3 gene signature. **C,** The indicated CAL27 cells treated with vehicle or DOX for 7 days were analyzed for tumorsphere formation. Shown are representative images of the tumorspheres (bar represents 100 µm). SFE is expressed as the mean ± SD of three independent replicates relative to that obtained for vehicle-treated cells (assigned a value of 1). **D,** Lysates from CAL27 cells treated with vehicle or 5 µmol/L GO-203 for 3 days were immunoblotted with antibodies against the indicated proteins. **E,** CAL27 cells were treated with vehicle or 5 µmol/L GO-203 while they were analyzed for colony formation. Shown are representative photomicrographs of stained colonies (left). The results (mean ± SD of three determinations) are expressed as relative colony formation compared with that for vehicle-treated cells (assigned a value of 1; right). **F,** CAL27 cells were treated with vehicle or 5 µmol/L GO-203 while they were analyzed for tumorsphere formation. Shown are representative images of the tumorspheres (bar represents 100 µm). SFE is expressed as the mean ± SD of three independent replicates relative to that obtained for untreated cells (assigned a value of 1). **G** and **H,** Six-week-old nude mice were injected subcutaneously in the flank with 1 × 10^7^ CAL27 cells. Mice pair-matched into groups of 5 mice each when tumors reached 100–150 mm^3^ were treated with vehicle control or GO-203 for the indicated days. Tumor volumes are expressed as the mean ± SEM for 5 mice (**G**). Lysates from control and GO-203–treated tumors were immunoblotted with antibodies against the indicated proteins (**H**).

### MUC1 Expression in HNSCC Tissues

To extend our findings to HNSCC tumors, we analyzed the GSE181919 scRNA-seq dataset derived from 20 primary HNSCCs and four HNSCCs metastatic to lymph nodes (38). HNSCC cells were distinguished from nonmalignant cell types by the presence of DNA copy-number aberrations (CNA; refs. 38, 61). Analysis of malignant HNSCC cells with recurrent CNAs demonstrated higher levels of MUC1 expression compared with that in other cell types (Fig. 7A). The GSE181919 dataset includes HPV-negative and HPV-positive HNSCCs (38), which differ in DNA methylation and gene expression profiles (15). CAL27 and HSC3 cells studied here are HPV-negative; accordingly, we analyzed HPV-negative HNSCCs in the GSE181919 dataset and found similar upregulation of MUC1 expression in the malignant cell population (Fig. 7B). Analysis of the HPV-negative/HPV-positive (Supplementary Fig. S7A) and HPV-negative (Fig. 7C) HNSCC data also detected expression of STAT1, ∆Np63, SOX2, and NOTCH3 in HNSCC cells and, to a variable extent, in other cell populations. Further analysis of malignant HNSCC cells in the HPV-negative/HPV-positive (Supplementary Fig. S7B) and HPV-negative (Supplementary Fig. S7C) datasets uncovered significant correlations of MUC1 expression with ∆Np63, SOX2, and NOTCH3. By contrast, correlations of MUC1 with STAT1 were not significant in terms of their transcripts, which may be related to the findings that MUC1-C largely regulates STAT1 function by direct interactions at the posttranscriptional level (39). Of further interest, analysis of HPV-positive HNSCC tumors demonstrated MUC1 expression in the malignant cell population (Supplementary Fig. S7D), providing preliminary evidence for subsequent studies to determine if MUC1-C also plays a role in the progression of HPV-positive HNSCCs.

**FIGURE 7:**
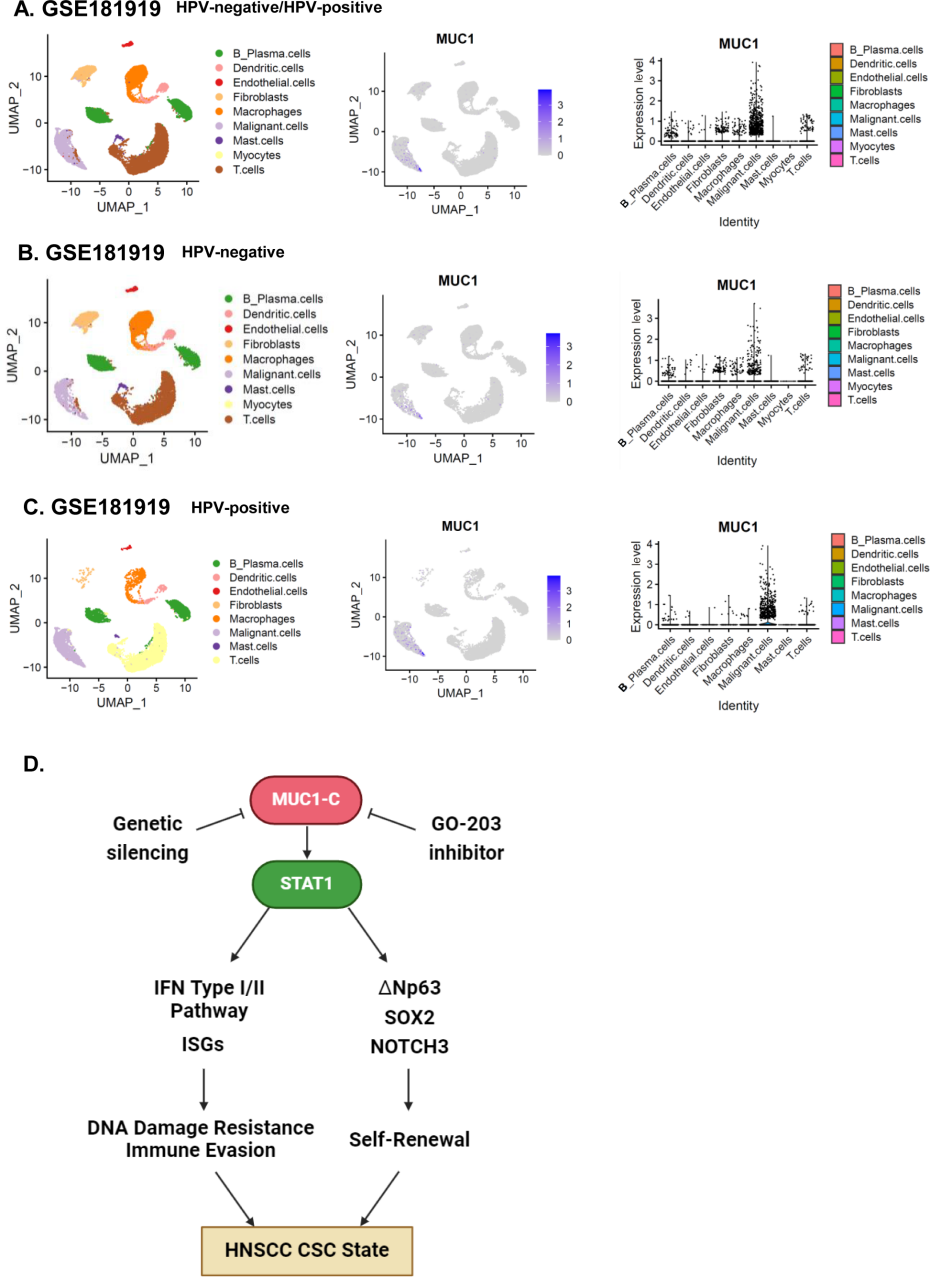
Single-cell profiling of the expression of MUC1 and related genes in HNSCC. **A–C,** UMAP representation of total cells analyzed from the GSE118389 dataset of HPV-negative/HPV-positive HNSCC samples (**A**), GSE118389 dataset of HPV-negative samples (**B**), and GSE118389 dataset of HPV-positive samples (**C**) (left). Distributions of MUC1 expression in individual cells (middle). MUC1 expression in individual cells in each cell type (right). **D,** Model depicting the current findings that MUC1-C integrates activation of STAT1, IFN type I/II signaling and ISG expression with regulation of ∆Np63, SOX2, and NOTCH3 in driving the HNSCC CSC state that promotes DNA damage resistance and immune evasion.

## Discussion

The *MUC1* gene evolved in mammals to protect barrier tissues from loss of homeostasis by inflammatory insults (17, 18, 62). The MUC1-C subunit activates EMT, epigenetic reprogramming, and repair responses to stress that, if prolonged as in settings of chronic inflammation, contribute to cancer progression (17, 18, 62). MUC1-C has been largely associated with adenocarcinomas that arise from barrier glandular epithelial cells lining internal organs (17, 18, 62). The current findings demonstrate that *MUC1* is upregulated in metastatic HNSCCs that are derived from barrier stratified squamous epithelial cells (8). Advanced HNSCCs invariably become refractory to multimodality treatment with chemotherapy, radiotherapy, and immunotherapy in association with development of DNA damage resistance and immune evasion (3, 63, 64). In regard to novelty, the current studies uncover involvement of MUC1-C in contributing to HNSCC cell intrinsic pathways of chronic inflammation. In this way, MUC1-C regulates expression of the RIG-I and MDA5 PRRs that are activated by cytosolic RNA (41–43). MUC1-C promotes DNA replicative stress; however, a role in increasing cytosolic RNA is not known (17, 18, 62). Nonetheless, RIG-I and MDA5 contribute to intrinsic upregulation of IFNb production and the type I IFN pathway (27, 65, 66). MUC1-C binds to STAT1 and regulates transactivation of STAT1 target genes (39). In concert with this function and the role of STAT1 in activation of the type I/II IFN pathways, we found that MUC1-C regulates intrinsic activation of downstream ISGs, including OAS1, MX1, and ISG15 that are effectors of DNA damage resistance and immune evasion (Fig. 7D; refs. 41, 47, 49).

Barrier tissues are dependent on resident stem cells (SC) that, following injury, are activated to promote wound healing (67). SC lineage infidelity occurs transiently in wound healing, but persists in settings of chronic inflammation that promote cancer progression (68). Our results uncover the previously unrecognized findings that MUC1-C–induced chronic activation of the STAT1 inflammatory pathway in HNSCC cells regulates the lineage-dictating *∆Np63* and *SOX2* genes, which are amplified in HNSCCs and contribute to HNSCC pathogenesis (Fig. 7D; refs. 8, 69). Mechanistically, we found that MUC1-C and STAT1 occupy the *∆Np63* gene and that silencing MUC1-C decreases STAT1 occupancy and ∆Np63 expression. *∆Np63* is coamplified with *SOX2* in SCCs and the ∆Np63 and SOX2 proteins form a direct complex that regulates SCC gene expression (8, 69). Like *∆Np63*, we found that the *SOX2* gene is occupied by MUC1-C and STAT1. MUC1-C was also necessary for STAT1 occupancy of *SOX2* and targeting MUC1-C and STAT1 downregulated SOX2 expression. These unanticipated results support a model in which MUC1-C/STAT1 complexes regulate ∆Np63 and SOX2, which are necessary for driving the HNSCC CSC state (Fig. 7D; refs. 8, 9, 30–32, 70). By extension and in addition to ∆Np63 and SOX2, we found that MUC1-C regulates expression of NOTCH3, which is necessary for HNSCC cell self-renewal and progression (35).

∆Np63, SOX2, and NOTCH3 have each been shown to be necessary for conferring the HNSCC CSC state (8, 9, 30–32, 70). To our knowledge, there is no evidence for a common pathway that integrates these TFs in driving HNSCC pathogenesis. Our results support a model in which MUC1-C regulates intrinsic chronic inflammation in HNSCC cells through activation of STAT1 and the IFN type I/II pathways (Fig. 7D). In this way, targeting MUC1-C genetically and pharmacologically with the GO-203 inhibitor regulates downstream ISGs that contribute to DNA damage resistance and immune evasion (Fig. 7D). Our results also support a previously unreported role for MUC1-C/STAT1 signaling in integrating chronic inflammation with regulation of (i) lineage-dictating ∆Np63 and SOX2 TFs, and (ii) NOTCH3 and self-renewal capacity (Fig. 7D). Collectively, these findings and the demonstration that MUC1 associates with expression of ∆Np63, SOX2, and NOTCH3 in individual HNSCC tumor cells indicate that MUC1-C is a common effector of the HNSCC CSC state (Fig. 7D). Chronic inflammation is an established driver of cancer progression and therapeutic resistance, albeit by unifying mechanisms that have remained unclear (71). MUC1-C is activated in barrier tissues in response to inflammation (18). Squamous epithelia of the head and neck are exposed to cigarette smoke and alcohol that contribute to chronic inflammation (8). In settings of chronic inflammation with repetitive cycles of damage and repair, prolonged MUC1-C activation becomes established in promoting cancer progression (18). The present findings shed light on the potential involvement of MUC1-C activation in chronic inflammation of squamous epithelia that extends to driving progression of the HNSCC CSC state (Fig. 7D). In addition, our findings support MUC1-C as a target for the treatment of HNSCCs with anti-MUC1-C CAR T cells and antibody–drug conjugates that are under clinical and preclinical development.

## Supplementary Material

Figure S1 Effects of silencing MUC1-C on HNSCC cell clonogenic survival.

Figure S2 MUC1-C regulates the type I and IFN pathways in CAL27 and HSC3 cells.

Figure S3 Effects of targeting MUC1-C on effectors of the type I and II IFN pathways.

Figure S4 Regulation of ∆Np63 expression in HSC3 cells.

Figure S5 Regulation of SOX2 expression in HSC3 cells.

Figure S6 Effects of targeting MUC1-C with the GO-203 inhibitor.

Figure S7 Single-cell profiling of the expression of MUC1 and related genes in HNSCC.

Table S1 Primers used for qRT-PCR analysis.

Table S2 Primers used for ChIP-PCR.

## References

[1] Lacas B , CarmelA, LandaisC, WongSJ, LicitraL, TobiasJS, . Meta-analysis of chemotherapy in head and neck cancer (MACH-NC): an update on 107 randomized trials and 19,805 patients, on behalf of MACH-NC Group. Radiother Oncol2021;156:281–93.33515668 10.1016/j.radonc.2021.01.013PMC8386522

[2] Muzaffar J , BariS, KirtaneK, ChungCH. Recent advances and future directions in clinical management of head and neck cquamous cell carcinoma. Cancers2021;13;338.33477635 10.3390/cancers13020338PMC7831487

[3] Rao YJ , GoodmanJF, HarounF, BaumanJE. Integrating immunotherapy into multimodal treatment of head and neck cancer. Cancers2023;15:672.36765627 10.3390/cancers15030672PMC9913370

[4] Vermorken JB , MesiaR, RiveraF, RemenarE, KaweckiA, RotteyS, . Platinum-based chemotherapy plus cetuximab in head and neck cancer. N Engl J Med2008;359:1116–27.18784101 10.1056/NEJMoa0802656

[5] Ferris RL , BlumenscheinGJr, FayetteJ, GuigayJ, ColevasAD, LicitraL, . Nivolumab for recurrent squamous-cell carcinoma of the head and neck. N Engl J Med2016;375:1856–67.27718784 10.1056/NEJMoa1602252PMC5564292

[6] Burtness B , HarringtonKJ, GreilR, SoulieresD, TaharaM, de CastroGJr, . Pembrolizumab alone or with chemotherapy versus cetuximab with chemotherapy for recurrent or metastatic squamous cell carcinoma of the head and neck (KEYNOTE-048): a randomised, open-label, phase 3 study. Lancet2019;394:1915–28.31679945 10.1016/S0140-6736(19)32591-7

[7] Cohen EEW , SoulieresD, Le TourneauC, DinisJ, LicitraL, AhnMJ, . Pembrolizumab versus methotrexate, docetaxel, or cetuximab for recurrent or metastatic head-and-neck squamous cell carcinoma (KEYNOTE-040): a randomised, open-label, phase 3 study. Lancet2019;393:156–67.30509740 10.1016/S0140-6736(18)31999-8

[8] Dotto GP , RustgiAK. Squamous cell cancers: a unified perspective on biology and genetics. Cancer Cell2016;29:622–37.27165741 10.1016/j.ccell.2016.04.004PMC4870309

[9] Gatti V , FierroC, Annicchiarico-PetruzzelliM, MelinoG, PeschiaroliA. DeltaNp63 in squamous cell carcinoma: defining the oncogenic routes affecting epigenetic landscape and tumour microenvironment. Mol Oncol2019;13:981–1001.30845357 10.1002/1878-0261.12473PMC6487733

[10] Singh P , AugustineD, RaoRS, PatilS, AwanKH, SowmyaSV, . Role of cancer stem cells in head-and-neck squamous cell carcinoma – a systematic review. J Carcinog2021;20:12.34729044 10.4103/jcar.JCar_14_20PMC8511833

[11] Salem A , SaloT. Identity matters: cancer stem cells and tumour plasticity in head and neck squamous cell carcinoma. Expert Rev Mol Med2023;25:e8.36740973 10.1017/erm.2023.4

[12] McKeon MG , GallantJN, KimYJ, DasSR. It takes two to tango: a review of oncogenic virus and host microbiome associated Inflammation in head and neck cancer. Cancers2022;14:3120.35804891 10.3390/cancers14133120PMC9265087

[13] Johnson DE , BurtnessB, LeemansCR, LuiVWY, BaumanJE, GrandisJR. Head and neck squamous cell carcinoma. Nat Rev Dis Primers2020;6:92.33243986 10.1038/s41572-020-00224-3PMC7944998

[14] Sun Y , WangZ, QiuS, WangR. Therapeutic strategies of different HPV status in head and neck squamous cell carcinoma. Int J Biol Sci2021;17:1104–18.33867833 10.7150/ijbs.58077PMC8040311

[15] Burkitt K . Role of DNA methylation profiles as potential biomarkers and novel therapeutic targets in head and neck cancer. Cancers2023;15:4685.37835379 10.3390/cancers15194685PMC10571524

[16] Kufe D . Mucins in cancer: function, prognosis and therapy. Nat Rev Cancer2009;9:874–85.19935676 10.1038/nrc2761PMC2951677

[17] Kufe D . MUC1-C in chronic inflammation and carcinogenesis; emergence as a target for cancer treatment. Carcinogenesis2020;41:1173–83.32710608 10.1093/carcin/bgaa082PMC7513951

[18] Kufe D . Emergence of MUC1 in mammals for adaptation of barrier epitheliaCancers2022;14:4805.36230728 10.3390/cancers14194805PMC9564314

[19] Kufe D . Dependence on MUC1-C in progression of neuroendocrine prostate cancer. Int J Mol Sci2023;24:3719.36835130 10.3390/ijms24043719PMC9967814

[20] Yamashita N , KufeD. Addiction of cancer stem cells to MUC1-C in triple-negative breast cancer progressionInt J Mol Sci2022;23:8219.35897789 10.3390/ijms23158219PMC9331006

[21] Rabassa ME , CroceMV, PereyraA., Segal-Eiras A. MUC1 expression and anti-MUC1 serum immune response in head and neck squamous cell carcinoma (HNSCC): a multivariate analysis. BMC Cancer2006;6:253.17064405 10.1186/1471-2407-6-253PMC1633744

[22] Sipaul F , BirchallM, CorfieldA. What role do mucins have in the development of laryngeal squamous cell carcinoma? A systematic review. Eur Arch Otorhinolaryngol2011;268:1109–17.21526360 10.1007/s00405-011-1617-8

[23] Boldrup L , CoatesP, GuX, WangL, FahraeusR, WilmsT, . Levels of MUC1 in tumours and serum of patients with different sub-types of squamous cell carcinoma of the head and neck. Oncol Lett2020;20:1709–18.32724413 10.3892/ol.2020.11746PMC7377060

[24] Li P , WuF, ZhaoH, DouL, WangY, GuoC, . Analysis of the factors affecting lymph node metastasis and the prognosis of rectal neuroendocrine tumors. Int J Clin Exp Pathol2015;8:13331–8.26722537 PMC4680482

[25] Hagiwara M , YasumizuY, YamashitaN, RajabiH, FushimiA, LongMD, . MUC1-C activates the BAF (mSWI/SNF) complex in prostate cancer stem cells. Cancer Res2021;81:1111–22.33323379 10.1158/0008-5472.CAN-20-2588PMC8026569

[26] Hagiwara M , FushimiA, YamashitaN, BattacharyaA, RajabiH, LongM, . MUC1-C activates the PBAF chromatin remodeling complex in integrating redox balance with progression of human prostate cancer stem cells. Oncogene2021;40:4930–40.34163028 10.1038/s41388-021-01899-yPMC8321896

[27] Yamashita N , MorimotoY, FushimiA, AhmadR, BhattacharyaA, DaimonT, . MUC1-C dictates PBRM1-mediated chronic induction of interferon signaling, DNA damage resistance and immunosuppression in triple-negative breast cancer. Mol Cancer Res2023;21:274–89..36445328 10.1158/1541-7786.MCR-22-0772PMC9975675

[28] Bhattacharya A , FushimiA, YamashitaN, HagiwaraM, MorimotoY, RajabiH, . MUC1-C dictates JUN and BAF-mediated chromatin remodeling at enhancer signatures in cancer stem cells. Mol Cancer Res2022;20:556–67.35022313 10.1158/1541-7786.MCR-21-0672PMC8983489

[29] Bhattacharya A , FushimiA, WangK, YamashitaN, MorimotoY, IshikawaS, . MUC1-C intersects chronic inflammation with epigenetic reprogramming by regulating the SET1A compass complex in cancer progression. Commun Biol2023;6:1030.37821650 10.1038/s42003-023-05395-9PMC10567710

[30] Moses MA , GeorgeAL, SakakibaraN, MahmoodK, PonnamperumaRM, KingKE, . Molecular mechanisms of p63-mediated squamous cancer pathogenesis. Int J Mol Sci2019;20:3590.31340447 10.3390/ijms20143590PMC6678256

[31] Pecorari R , BernassolaF, MelinoG, CandiE. Distinct interactors define the p63 transcriptional signature in epithelial development or cancer. Biochem J2022;479:1375–92.35748701 10.1042/BCJ20210737PMC9250260

[32] Fisher ML , BalinthS, MillsAA. DeltaNp63alpha in cancer: importance and therapeutic opportunities. Trends Cell Biol2023;33:280–92.36115734 10.1016/j.tcb.2022.08.003PMC10011024

[33] Boumahdi S , DriessensG, LapougeG, RoriveS, NassarD, Le MercierM, . SOX2 controls tumour initiation and cancer stem-cell functions in squamous-cell carcinoma. Nature2014;511:246–50.24909994 10.1038/nature13305

[34] Kalafut J , CzerwonkaA, AnamericA, Przybyszewska-PodstawkaA, MisiorekJO, Rivero-MullerA, . Shooting at moving and hidden targets-tumour cell plasticity and the Notch signalling pathway in head and neck squamous cell carcinomas. Cancers2021;13:6219.34944837 10.3390/cancers13246219PMC8699303

[35] Kondratyev M , PesicA, KetelaT, StickleN, BeswickC, ShalevZ, . Identification of acquired Notch3 dependency in metastatic head and neck cancer. Commun Biol2023;6:538.37202533 10.1038/s42003-023-04828-9PMC10195806

[36] Morimoto Y , YamashitaN, DaimonT, HiroseH, YamanoS, HaratakeN, . MUC1-C is a master regulator of MICA/B NKG2D ligand and exosome secretion in human cancer cells. J Immunother Cancer2023;11:e006238.36754452 10.1136/jitc-2022-006238PMC9923360

[37] Charan J , KanthariaND. How to calculate sample size in animal studies?J Pharmacol Pharmacother2013;4:303–6.24250214 10.4103/0976-500X.119726PMC3826013

[38] Choi JH , LeeBS, JangJY, LeeYS, KimHJ, RohJ, . Single-cell transcriptome profiling of the stepwise progression of head and neck cancer. Nat Commun2023;14:1055.36828832 10.1038/s41467-023-36691-xPMC9958029

[39] Khodarev N , AhmadR, RajabiH, PitrodaS, KufeT, McClaryC, . Cooperativity of the MUC1 oncoprotein and STAT1 pathway in poor prognosis human breast cancer. Oncogene2010;29:920–9.19915608 10.1038/onc.2009.391PMC2820589

[40] Haratake N , OzawaH, MorimotoY, YamashitaN, DaimonT, BhattacharyaA, . MUC1-C is a common driver of acquired osimertinib resistance in non-small cell lung cancer. J Thorac Oncol2024;19:434–50.37924972 10.1016/j.jtho.2023.10.017PMC10939926

[41] Khodarev NN . Intracellular RNA sensing in mammalian cells: role in stress response and cancer therapies. Int Rev Cell Mol Biol2019;344:31–89.30798990 10.1016/bs.ircmb.2018.08.005

[42] Li T , ChenZJ. The cGAS-cGAMP-STING pathway connects DNA damage to inflammation, senescence, and cancer. J Exp Med2018;215:1287–99.29622565 10.1084/jem.20180139PMC5940270

[43] Mazewski C , PerezRE, FishEN, PlataniasLC. Type I interferon (IFN)-regulated activation of canonical and non-canonical signaling pathways. Front Immunol2020;11:606456.33329603 10.3389/fimmu.2020.606456PMC7719805

[44] Michalska A , BlaszczykK, WesolyJ, BluyssenHAR. A positive feedback amplifier circuit that regulates interferon (IFN)-stimulated gene expression and controls type I and type II IFN responses. Front Immunol2018;9:1135.29892288 10.3389/fimmu.2018.01135PMC5985295

[45] Weichselbaum RR , IshwaranH, YoonT, NuytenDS, BakerSW, KhodarevN, . An interferon-related gene signature for DNA damage resistance is a predictive marker for chemotherapy and radiation for breast cancer. Proc Natl Acad Sci U S A2008;105:18490–5.19001271 10.1073/pnas.0809242105PMC2587578

[46] Khodarev NN , RoizmanB, WeichselbaumRR. Molecular pathways: interferon/stat1 pathway: role in the tumor resistance to genotoxic stress and aggressive growth. Clin Cancer Res2012;18:3015–21.22615451 10.1158/1078-0432.CCR-11-3225

[47] Benci JL , XuB, QiuY, WuTJ, DadaH, Twyman-Saint VictorC, . Tumor interferon signaling regulates a multigenic resistance program to immune checkpoint blockade. Cell2016;167:1540–54.27912061 10.1016/j.cell.2016.11.022PMC5385895

[48] Sandy Z , da CostaIC, SchmidtCK. More than meets the ISG15: emerging roles in the DNA damage response and beyond. Biomolecules2020;10:1557.33203188 10.3390/biom10111557PMC7698331

[49] Qiu J , XuB, YeD, RenD, WangS, BenciJL, . Cancer cells resistant to immune checkpoint blockade acquire interferon-associated epigenetic memory to sustain T cell dysfunction. Nat Cancer2023;4:43–61.36646856 10.1038/s43018-022-00490-y

[50] Wardlaw CP , PetriniJHJ. ISG15: a link between innate immune signaling, DNA replication, and genome stability. Bioessays2023;45:e2300042.37147792 10.1002/bies.202300042PMC10473822

[51] Honkala AT , TailorD, MalhotraSV. Guanylate-binding protein 1: an emerging target in inflammation and cancer. Front Immunol2020;10:3139.32117203 10.3389/fimmu.2019.03139PMC7025589

[52] Wu ZH , CaiF, ZhongY. Comprehensive analysis of the expression and prognosis for GBPs in head and neck squamous cell carcinoma. Sci Rep2020;10:6085.32269280 10.1038/s41598-020-63246-7PMC7142114

[53] Prendergast GC , MalachowskiWP, DuHadawayJB, MullerAJ. Discovery of IDO1 inhibitors: from bench to bedside. Cancer Res2017;77:6795–811.29247038 10.1158/0008-5472.CAN-17-2285PMC6021761

[54] Adam I , DewiDL, MooiweerJ, SadikA, MohapatraSR, BerdelB, . Upregulation of tryptophanyl-tRNA synthethase adapts human cancer cells to nutritional stress caused by tryptophan degradation. Oncoimmunology2018;7:e1486353.30524887 10.1080/2162402X.2018.1486353PMC6279332

[55] Ahn YH , OhSC, ZhouS, KimTD. Tryptophanyl-tRNA synthetase as a potential therapeutic target. Int J Mol Sci2021;22:4523.33926067 10.3390/ijms22094523PMC8123658

[56] Miranda A , HamiltonPT, ZhangAW, PattnaikS, BechtE, MezheyeuskiA, . Cancer stemness, intratumoral heterogeneity, and immune response across cancers. Proc Natl Acad Sci U S A2019;116:9020–9.30996127 10.1073/pnas.1818210116PMC6500180

[57] De Angelis ML , FrancescangeliF, La TorreF, ZeunerA. Stem cell plasticity and dormancy in the development of cancer therapy resistance. Front Oncol2019;9:626.31355143 10.3389/fonc.2019.00626PMC6636659

[58] Quintanal-Villalonga A , ChanJM, YuHA, Pe'erD, SawyersCL, SenT, . Lineage plasticity in cancer: a shared pathway of therapeutic resistance. Nat Rev Clin Oncol2020;17:360–71.32152485 10.1038/s41571-020-0340-zPMC7397755

[59] Crum CP , McKeonFD. p63 in epithelial survival, germ cell surveillance, and neoplasia. Annu Rev Pathol2010;5:349–71.20078223 10.1146/annurev-pathol-121808-102117

[60] You WK , SchuetzTJ, LeeSH. Targeting the DLL/Notch signaling pathway in cancer: challenges and advances in clinical development. Mol Cancer Ther2023;22:3–11.36223541 10.1158/1535-7163.MCT-22-0243PMC9808372

[61] Woo HG , ChoiJH, YoonS, JeeBA, ChoEJ, LeeJH, . Integrative analysis of genomic and epigenomic regulation of the transcriptome in liver cancer. Nat Commun2017;8:839.29018224 10.1038/s41467-017-00991-wPMC5635060

[62] Kufe D . Chronic activation of MUC1-C in wound repair promotes progression to cancer stem cells. J Cancer Metastasis Treat2022;8:12.35539431 10.20517/2394-4722.2022.03PMC9083497

[63] Chakraborty R , DaridoC, LiuF, MaselkoM, RanganathanS. Head and neck cancer Immunotherapy: molecular biological aspects of preclinical and clinical research. Cancers2023;15:852.36765809 10.3390/cancers15030852PMC9913716

[64] Papalouka C , AdamakiM, BatsakiP, ZoumpourlisP, TsintarakisA, GoulielmakiM, . DNA damage response mechanisms in head and neck cancer: significant implications for therapy and survival. Int J Mol Sci2023;24:2760.36769087 10.3390/ijms24032760PMC9917521

[65] Yamashita N , LongM, FushimiA, YamamotoM, HataT, HagiwaraM, . MUC1-C integrates activation of the IFN-gamma pathway with suppression of the tumor immune microenvironment in triple-negative breast cancer. J Immunother Cancer2021;9:e002115.33495298 10.1136/jitc-2020-002115PMC7839859

[66] Yamashita N , FushimiA, MorimotoY, BhattacharyaA, HagiwaraM, YamamotoM, . Targeting MUC1-C suppresses chronic activation of cytosolic nucleotide receptors and STING in triple-negative breast cancer. Cancers2022;14:2580.35681561 10.3390/cancers14112580PMC9179855

[67] Dekoninck S , BlanpainC. Stem cell dynamics, migration and plasticity during wound healing. Nat Cell Biol2019;21:18–24.30602767 10.1038/s41556-018-0237-6PMC7615151

[68] Ge Y , GomezNC, AdamRC, NikolovaM, YangH, VermaA, . Stem cell lineage infidelity drives wound repair and cancer. Cell2017;169:636–50.28434617 10.1016/j.cell.2017.03.042PMC5510746

[69] Watanabe K , Villarreal-PonceA, SunP, SalmansML, FallahiM, AndersenB, . Mammary morphogenesis and regeneration require the inhibition of EMT at terminal end buds by Ovol2 transcriptional repressor. Dev Cell2014;29:59–74.24735879 10.1016/j.devcel.2014.03.006PMC4062651

[70] Watanabe H , MaQ, PengS, AdelmantG, SwainD, SongW, . SOX2 and p63 colocalize at genetic loci in squamous cell carcinomas. J Clin Invest2014;124:1636–45.24590290 10.1172/JCI71545PMC3973117

[71] Greten FR , GrivennikovSI. Inflammation and cancer: triggers, mechanisms, and consequences. Immunity2019;51:27–41.31315034 10.1016/j.immuni.2019.06.025PMC6831096

# Supplementary material for: Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas
**Source:** Cancer Res Commun. 2024 May 14;4(5):1268–81. doi: 10.1158/2767-9764.CRC-24-0011
**Supplement:** Figure S1 — Effects of silencing MUC1-C on HNSCC cell clonogenic survival.

**
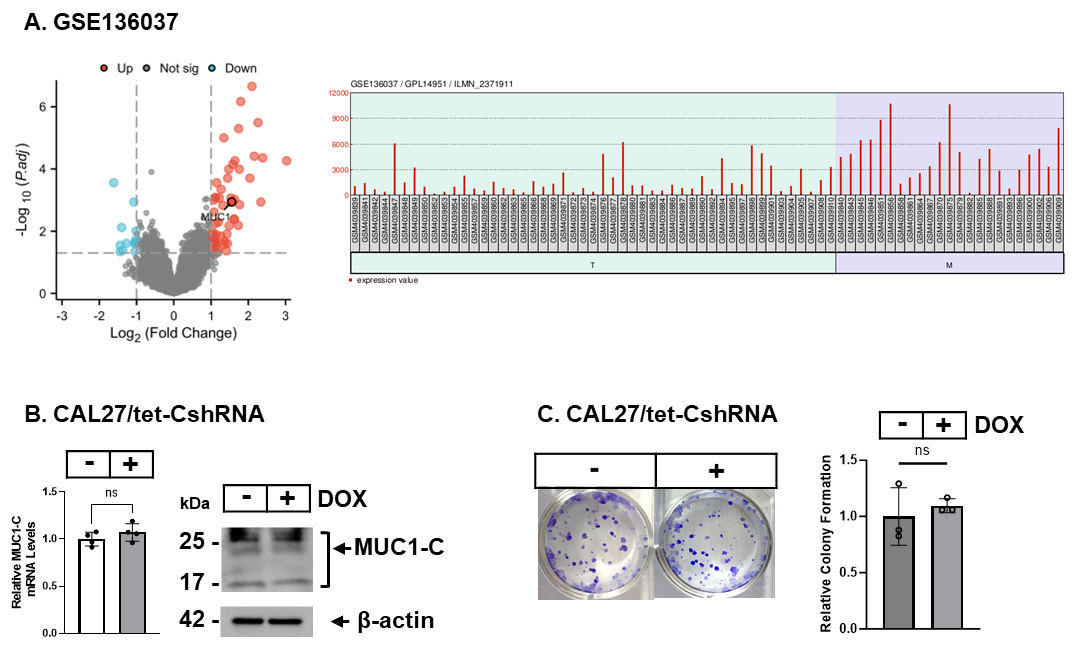
**

**Supplemental Figure S1. Effects of silencing MUC1-C on HNSCC cell clonogenic survival. A.** Volcano plot of down- and up-regulated genes in metastatic vs primary HNSCCs in the GSE136037 dataset (left). Levels of MUC1 expression in primary and metastatic HNSCCs (right). **B.** CAL27/tet-CshRNA cells treated with vehicle or DOX for 7 days were analyzed for MUC1-C mRNA levels (left). The results (mean±SD of four determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1) (left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **C.** CAL27/tet-CshRNA cells treated with vehicle or DOX for 7 days were analyzed for colony formation. Shown are representative photomicrographs of stained colonies (left). The results (mean±SD of three determinations) are expressed as relative colony formation compared to that for vehicle-treated cells (assigned a value of 1)(right).

# Supplementary material for: Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas
**Source:** Cancer Res Commun. 2024 May 14;4(5):1268–81. doi: 10.1158/2767-9764.CRC-24-0011
**Supplement:** Figure S2 — MUC1-C regulates the type I and IFN pathways in CAL27 and HSC3 cells.

**
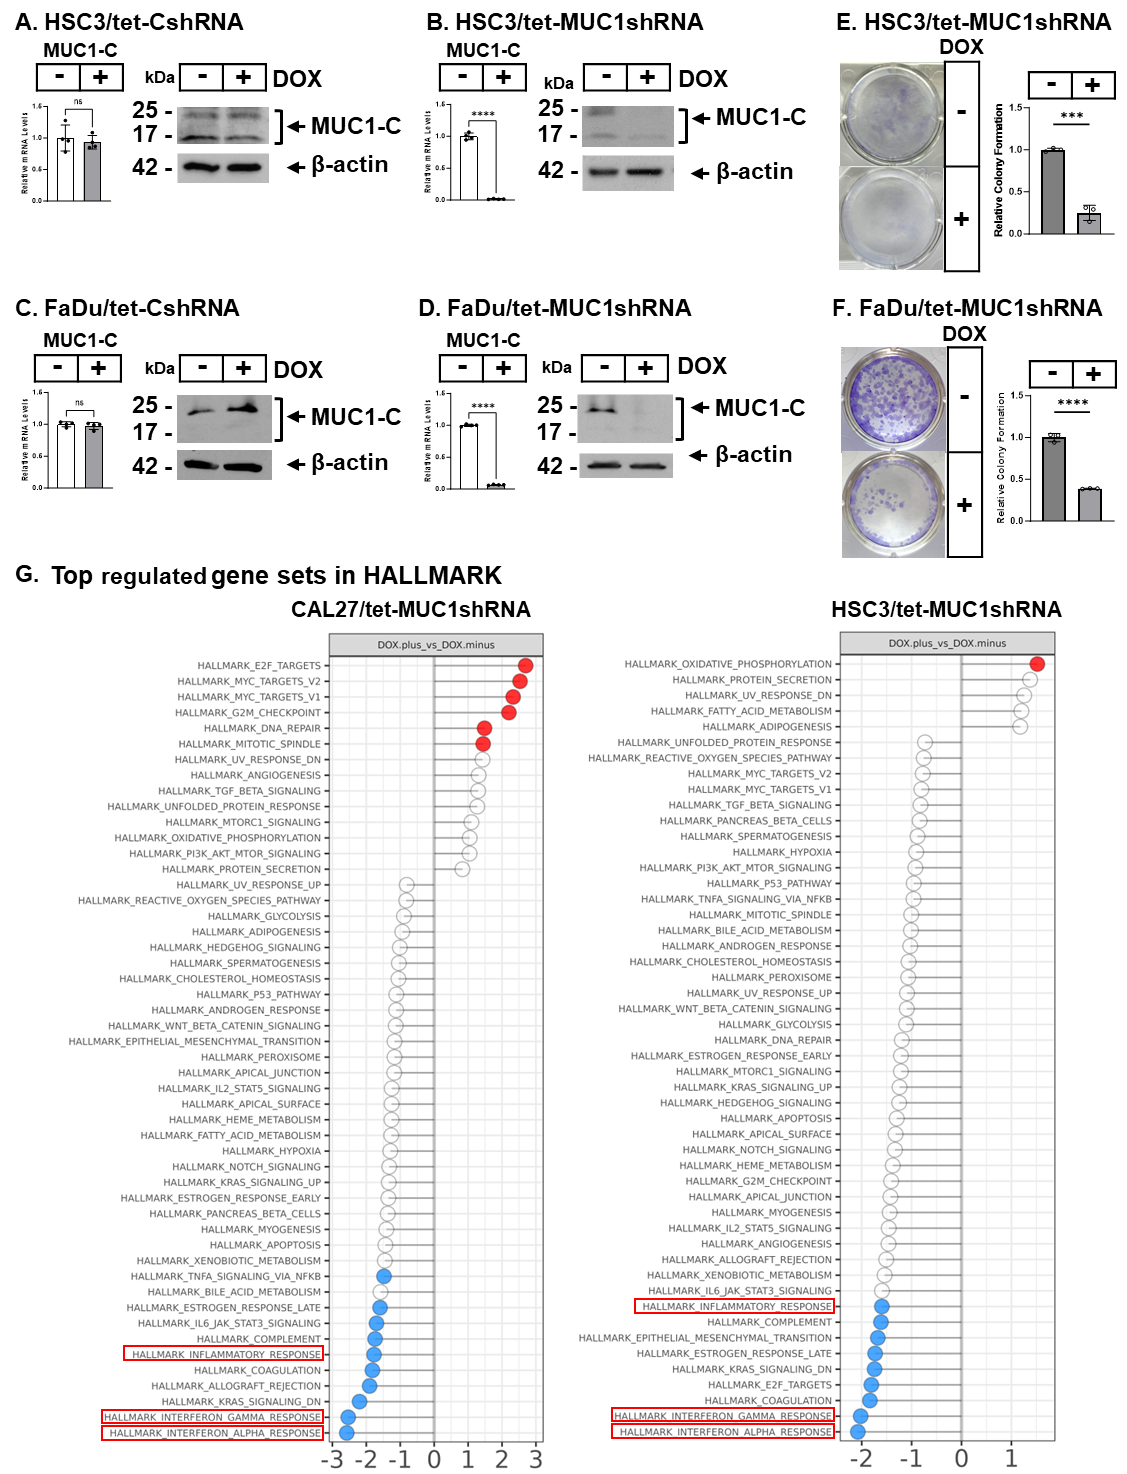
**

**Supplemental Fig. S2. MUC1-C regulates the type I and IFN pathways in CAL27 and HSC3 cells. A and B.** HSC3/tet-CshRNA (**A**) and HSC3/tet-MUC1shRNA (**B**) cells treated with vehicle or DOX for 7 days were analyzed for MUC1-C mRNA levels (left). The results (mean±SD of four determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1) (left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **C and D.** FaDu/tet-CshRNA (**C**) and FaDu/tet-MUC1shRNA (**D**) cells treated with vehicle or DOX for 7 days were analyzed for MUC1-C mRNA levels (left). The results (mean±SD of four determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1) (left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **E-F.** HSC3/tet-MUC1shRNA (**E**) and FaDu/tet-MUC1shRNA (**F**) cells treated with vehicle or DOX for 7 days were analyzed were analyzed for colony formation. Shown are representative photomicrographs of stained colonies (left). The results (mean±SD of three determinations) are expressed as relative colony formation compared to that for vehicle-treatedcells (assigned a value of 1)(right). **G.** Effects of silencing MUC1-C on the indicated HALLMARK gene signatures.

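Cell cycle gene expression in the RNA-seq libraries of CAL27 and HSC3 cells was measured with a list of 43 S phase genes and a list of 54 G2 and M phase genes in common use for scoring cell cycle phase, each tested with fgsea. These lists are not the HALLMARK sets. In CAL27 cells the S phase list rose by a median of 0.32 on the log2 scale (adjusted p = 3.9e-13, fgsea gene permutation), and 38 of its genes were higher with DOX at an adjusted p under 0.05. In HSC3 cells it had a median of -0.39 (adjusted p = 4.7e-07, fgsea gene permutation), and 29 of its genes were lower at that threshold. The G2 and M phase list had medians of 0.17 in CAL27 cells (adjusted p = 4.7e-06, fgsea gene permutation) and -0.30 in HSC3 cells (adjusted p = 1.5e-06, fgsea gene permutation). The medians moved in opposite directions in the 2 cell lines, and the interaction gave median differences of -0.81 for S phase (adjusted p = 8.0e-18, fgsea gene permutation) and -0.49 for G2 and M phase (adjusted p = 4.3e-17, fgsea gene permutation). Within a line, camera with an estimated correlation gave adjusted p values of 0.063 and 0.094 for S phase in CAL27 and HSC3 cells, and of 0.14 and 0.094 for G2 and M phase. Under limma's rotation test fry these 4 values were 6.2e-05, 2.4e-04, 2.4e-04 and 2.4e-04. Fry does not compare a list with other genes, as camera and fgsea do.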

# Supplementary material for: Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas
**Source:** Cancer Res Commun. 2024 May 14;4(5):1268–81. doi: 10.1158/2767-9764.CRC-24-0011
**Supplement:** Figure S3 — Effects of targeting MUC1-C on effectors of the type I and II IFN pathways.

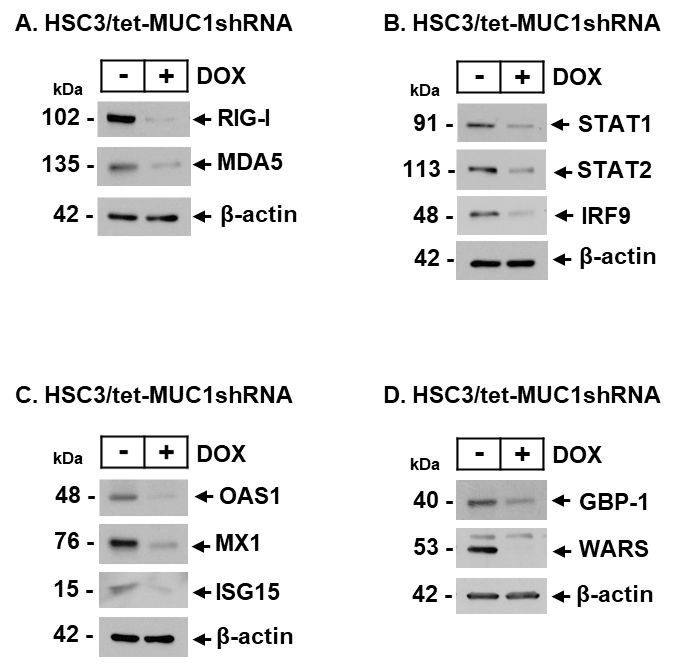

**Supplemental Fig. S3. Effects of targeting MUC1-C on effectors of the type I and II IFN pathways. A-D.** Lysates from HSC3/tet-MUC1shRNA cells treated with vehicle of DOX for 7 days were immunoblotted with antibodies against the indicated proteins.

# Supplementary material for: Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas
**Source:** Cancer Res Commun. 2024 May 14;4(5):1268–81. doi: 10.1158/2767-9764.CRC-24-0011
**Supplement:** Figure S4 — Regulation of ∆Np63 expression in HSC3 cells.

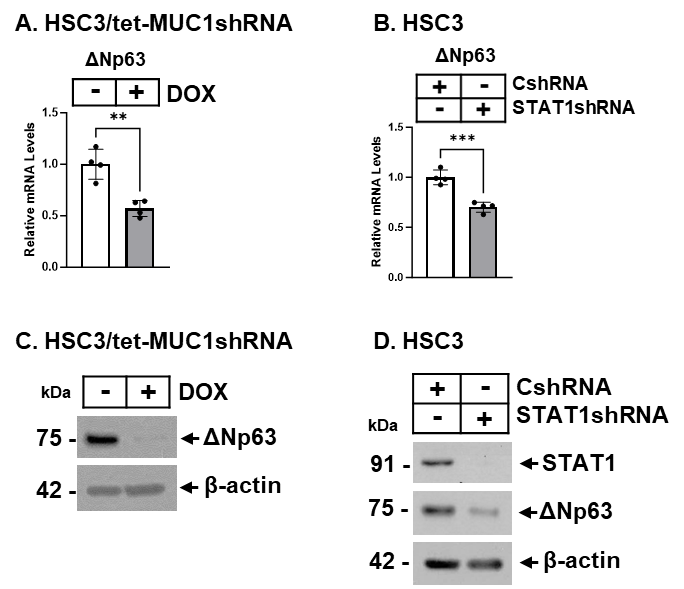

**Supplemental Figure S4. Regulation of ∆Np63 expression in HSC3 cells. A.** HSC3/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for ∆Np63 mRNA levels. The results (mean±SD of four determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **B.** HSC3/CshRNA and CAL27/STAT1shRNA cells were analyzed for ∆Np63 mRNA levels. The results (mean±SD of four determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **C.** Lysates from HSC3/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were immunoblotted with antibodies against the indicated proteins. **D.** Lysates from HSC3/CshRNA and CAL27/STAT1shRNA cells were immunoblotted with antibodies against the indicated proteins.

# Supplementary material for: Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas
**Source:** Cancer Res Commun. 2024 May 14;4(5):1268–81. doi: 10.1158/2767-9764.CRC-24-0011
**Supplement:** Figure S5 — Regulation of SOX2 expression in HSC3 cells.

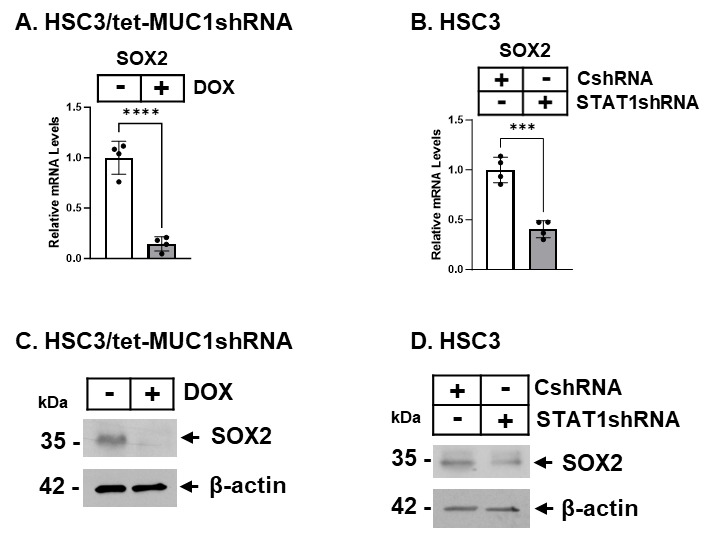

**Supplemental Figure S5. Regulation of SOX2 expression in HSC3 cells. A.** HSC3/tet-MUC1shRNA cells treated with vehicle or DOX for 10 days were analyzed for SOX2 mRNA levels. The results (mean±SD of four determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **B.** HSC3/CshRNA and HSC3/STAT1shRNA cells were analyzed for SOX2 mRNA levels. The results (mean±SD of four determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1).

# Supplementary material for: Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas
**Source:** Cancer Res Commun. 2024 May 14;4(5):1268–81. doi: 10.1158/2767-9764.CRC-24-0011
**Supplement:** Figure S6 — Effects of targeting MUC1-C with the GO-203 inhibitor.

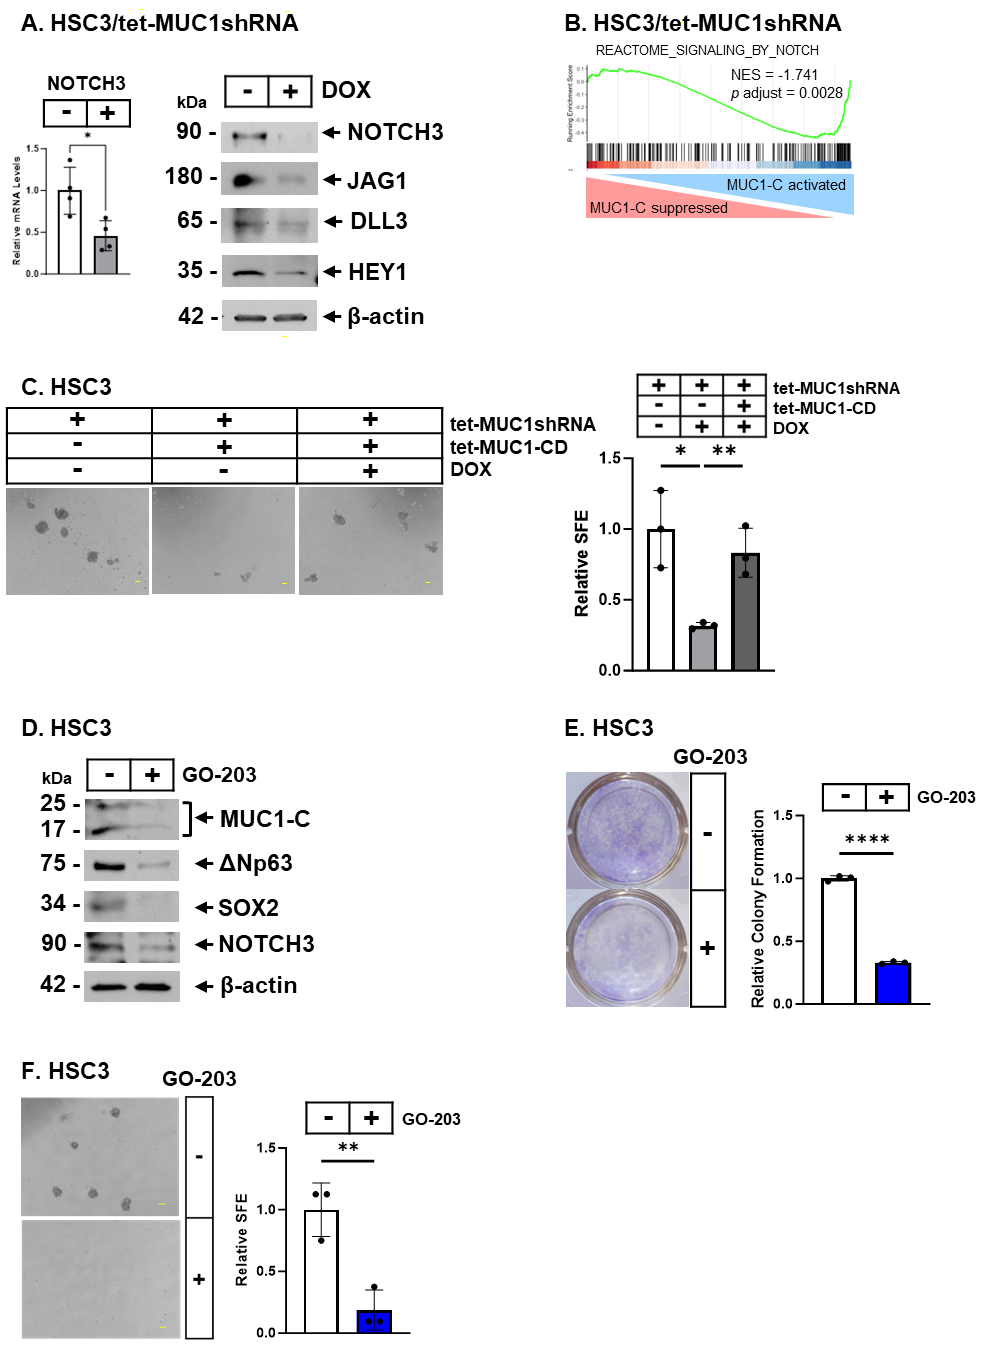

**Supplemental Figure S6. Effects of targeting MUC1-C with the GO-203 inhibitor. A.** CAL27/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for NOTCH3 mRNA levels. The results (mean±SD of four determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1)(left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **B.** GSEA of RNA-seq data from HSC3/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days using the REACTOME SIGNALING BY NOTCH3 gene signature. **C.** The indicated HSC3 cells treated with vehicle or DOX for 7 days were analyzed for tumorsphere formation. Shown are representative images of the tumorspheres (bar represents 100 microns). Sphere forming efficiency (SFE) is expressed as the mean±SD of three independent replicates relative to that obtained for vehicle treated cells (assigned a value of 1). **D.** Lysates from HSC3 cells treated with vehicle or 5 μM GO-203 for 2 days were immunoblotted with antibodies against the indicated proteins. **E.** HSC3 cells treated with vehicle or 5 μM GO-203 were analyzed for colony formation. Shown are representative photomicrographs of stained colonies (left). The results (mean±SD of three determinations) are expressed as relative colony formation compared to that for vehicle treated cells (assigned a value of 1)(right). **F.** HSC3 cells were treated with vehicle or 5 μM GO-203 and were analyzed for tumorsphere formation. Shown are representative images of the tumorspheres (bar represents 100 microns). Sphere forming efficiency (SFE) is expressed as the mean±SD of three independent replicates relative to that obtained for untreated cells (assigned a value of 1).

# Supplementary material for: Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas
**Source:** Cancer Res Commun. 2024 May 14;4(5):1268–81. doi: 10.1158/2767-9764.CRC-24-0011
**Supplement:** Figure S7 — Single-cell profiling of the expression of MUC1 and related genes in HNSCC.

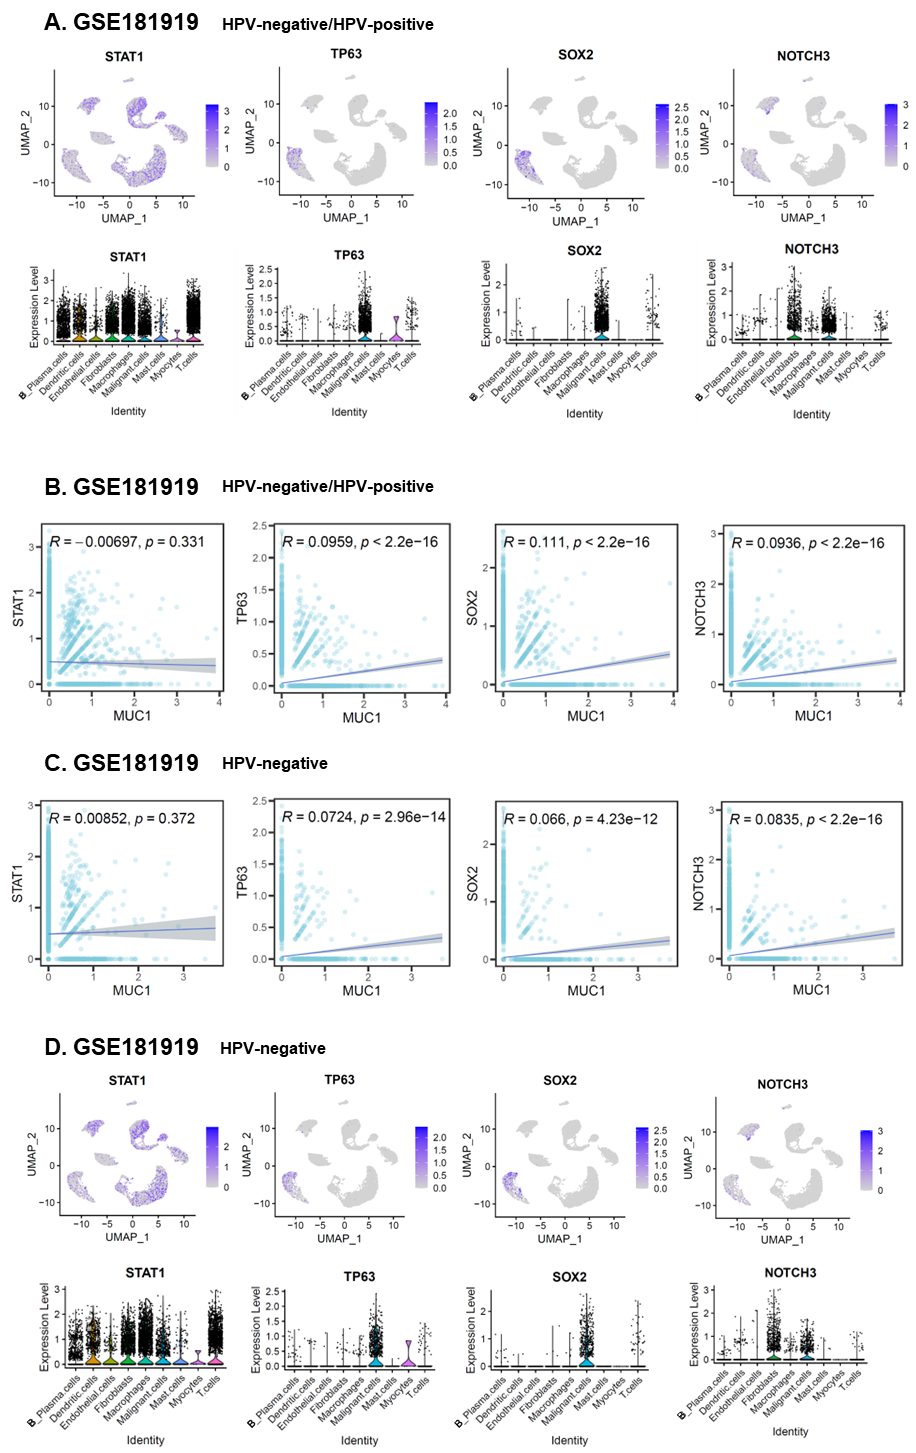

**Supplemental Figure S7. Single-cell profiling of the expression of MUC1 and related genes in HNSCC.** **A**. Expression of STAT1, TP63, SOX2 and NOTCH3 across UMAP projections (top) and in each cell type (below) in HPV-negative/HPV-positive HNSCC samples. **B and C**. Correlation analysis between MUC1 and STAT1, TP63, SOX2, NOTCH3 expression in identified malignant cells. **D.** Expression of STAT1, TP63, SOX2 and NOTCH3 across UMAP projections (top) and in each cell type (below).

# Supplementary material for: Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas
**Source:** Cancer Res Commun. 2024 May 14;4(5):1268–81. doi: 10.1158/2767-9764.CRC-24-0011
**Supplement:** Table S1 — Primers used for qRT-PCR analysis.

**Supplemental Table S1. Primers used for qRT-PCR analysis.**

| **MUC1-C** | **FWD** | TACCGATCGTAGCCCCTATG |
| --- | --- | --- |
|  | **REV** | CTCACCAGCCCAAACAGG |
| **RIG-1** | **FWD** | CTGGACCCTACCTACATCCTG |
|  | **REV** | GGCATCCAAAAAGCCACGG |
| **MDA5** | **FWD** | CCATGGAGAAGGCTGGGG |
|  | **REV** | CAAAGTTGTCATGGATGACC |
| **STAT1** | **FWD** | GGAACTTGATGGCCCTAAAGGA |
|  | **REV** | ACAGAGCCCACTATCCGAGACA |
| **STAT2** | **FWD** | GCAGCACAATTTGCGGAA |
|  | **REV** | ACAGGTGTTTCGAGAACTGGC |
| **IRF9** | **FWD** | CCCGACCTCACCGATGAC |
|  | **REV** | TCTCGCGAAGCTGGATGTC |
| **OAS1** | **FWD** | TGAGGTCCAGGCTCCACGCT |
|  | **REV** | GCAGGTCGGTGCACTCCTCG |
| **MX1** | **FWD** | CTTTCCAGTCCAGCTCGGCA |
|  | **REV** | AGCTGCTGGCCGTACGTCTG |
| **ISG15** | **FWD** | CGCAGATCACCCAGAAGATCG |
| **GBP-1** | **FWD** | AGGAGTTCCTTCAAAGATGTGGA |
|  | **REV** | TTCTGAACAAAGAGACGATAGCC |
| **IDO-1** | **FWD** | TCTCATTTCGTGATGGAGACT |
|  | **REV** | GTGTCCCGTTCTTGCATTTGC |
| **WARS** | **FWD** | TGACGGATGACGAGAAGTATCT |
|  | **REV** | GCCGAAAATGCCTTTCACTTG |
| **ΔNp63** | **FWD** | GAAAACAATGCCCAGACTCAA |
|  | **REV** | TGCGCGTGGTCTGTGTTA |
| **SOX2** | **FWD** | GAGAGAAAGAAAGGGAGAGAAG |
|  | **REV** | GAGAGAGGCAAACTGGAATC |
| **NOTCH3** | **FWD** | TGGCGACCTCACTTACGACT |
|  | **REV** | CACTGGCAGTTATAGGTGTTGAC |
| **β-actin** | **FWD** | GATGAGATTGGCATGGCTTT |
|  | **REV** | CACCTTCACCGTTCCAGTTT |

# Supplementary material for: Identification of MUC1-C as a Target for Suppressing Progression of Head and Neck Squamous Cell Carcinomas
**Source:** Cancer Res Commun. 2024 May 14;4(5):1268–81. doi: 10.1158/2767-9764.CRC-24-0011
**Supplement:** Table S2 — Primers used for ChIP-PCR.

**Supplemental Table S2. Primers used for ChIP-PCR.**

| **ΔNp63** | **FWD** | GATAACAGAACTCAAGTCCCTCTC |
| --- | --- | --- |
|  | **REV** | AGGTGGAAGTTGATGGATTGG |
| **SOX2** | **FWD** | GTCCCATCCTCATTTAAGTACCC |
|  | **REV** | CTTTGTATCCCCTCTCGCAG |

How the deposited data were processed for this re-analysis (not part of the article)

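RNA-seq was performed on CAL27/tet-MUC1shRNA and HSC3/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days, with 3 libraries in each of the 4 groups. The paper's text gives TRIzol extraction, TruSeq Stranded mRNA libraries and alignment with STAR to a build written as GRCh38.74. The authors deposited 1 table of counts for each cell line, with whole-number counts that had not been normalized and genes listed by symbol only. The tool that made the counts, its use of strand, its handling of duplicated and multiply mapped reads and its gene annotation are not named in the paper's text. Each table listed 39368 symbols. Of these, 38934 matched GENCODE v44 on GRCh38 by their current symbol and 376 by an older symbol, and 58 matched none. Coordinates, exon overlaps, GC content and length come from that annotation. The paper's text does not say which annotation was counted, so these may differ from the features that were counted.

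In the CAL27 table, the columns of the DOX libraries are numbered 4 to 6 and the samples are numbered 1 to 3, so these columns were mapped to the CAL27 DOX group without a replicate number of their own. Totals ran from 97477659 to 126328662 (median 108406101) with vehicle and from 92866845 to 117677241 (median 97280495) with DOX in CAL27 cells. In HSC3 cells they ran from 89730914 to 130393198 (median 125052179) and from 134231542 to 169065103 (median 146548684). Replicates were compared in all 12 pairs. The chi-square statistic per degree of freedom of their counts was 7.71 to 141 against the noise of independent counts. Several counts can stand for 1 molecule, as given next, so a value above 1 does not by itself show separate libraries. No pair held the same values, with equal counts on 0.441% to 1.37% of genes, and each library was counted as 1 replicate, as the samples are labelled. For each library the counts per molecule were estimated from how often a gene with an expected count of 8 to 16 had no count. The expected count came from the other libraries of the line, vehicle and DOX together. Genes that fall with DOX could therefore make the estimates of DOX libraries too high. The simulated libraries that follow had no change with DOX, so they do not test that bias. On simulated libraries with 3, 6, 9 and 15 counts per molecule, the estimates were 3.67 and 3.74 for 3, 7.05 and 7.41 for 6, 10.1 for 9 and 15.3 for 15. At these depths the limit of a gene is set by molecules more than by counts, and no fold change is given against a group with no library above 3 counts.

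Counts were analysed in R 4.3.3. Each cell line was fitted alone with edgeR 4.0.16 (TMM normalization, filterByExpr with a count minimum of 10 and a total minimum of 15, glmQLFit with robust estimation and glmQLFTest). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a log2 fold change above 1 in size. Common genes were called in the same direction in both lines, and their number was compared with the margins by Fisher's exact test. The difference between the lines was the interaction of cell line and DOX in 1 fit of all 12 libraries. Levels are TMM-normalized CPM within each cell line. Gene lists were tested with fgsea 1.28.0 on genes ranked by the signed square root of F. The paper used the same package in another version, on the rank order of its own differential expression. There were 8 lists, for type I IFN, IFN-γ, NOTCH, S phase, G2 and M phase, ATF4 target, mitochondrially encoded and squamous differentiation genes. They were written by hand before the data were examined, and the cell cycle lists are in common use. The MSigDB sets were not used here. For the tests of GC content and length, log2 fold changes were regressed on both over the 99.9% of tested genes with a value, which took up 1.03%, 0.344% and 0.216% of the variance in CAL27 cells, HSC3 cells and the difference.

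The genes named in the text are those whose RNA or protein the paper reports under MUC1-C silencing or in Fig. 2F and 2G, those legible in Fig. 2A, and the 3 with the largest change in each direction of each comparison among called genes with a mean log2 CPM of at least 3 and, within a line, all DOX libraries outside the range of the vehicle libraries. Chance gives that for 10% of genes with 3 libraries against 3. Genes of a list are named only where a sentence is about the list. The same fits were tested on simulated counts with 200 genes changed by a log2 fold change of 1.5. In CAL27 and HSC3 cells 100.0% and 100.0% of these were recovered, and 97.0% in the interaction, where 12 of 205 genes called were unchanged. Recovery was scored by adjusted p and direction, without the fold change threshold. The changed genes were drawn only from genes above a floor on mean count, and several counts per molecule were not simulated. The shares recovered therefore do not cover genes with few counts. Of 8 simulated lists, 2 were shifted and 2 of these were called, and none of the others was, with a smallest adjusted p of 0.40 by fgsea gene permutation.

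Alternatives covered the normalization (DESeq2's size factors or library totals), the filter on low counts, DESeq2 1.42.0, the fold change and p thresholds, glmTreat, the list test (limma 3.58.1 camera and fry, or ranking by log2 fold change), 1 fit over all 12 libraries, the replicate number as a block and each library left out in turn. Dividing counts by the counts per molecule was added after the data had been seen. Other splits of the libraries were fitted again, all 10 in each line and 100 drawn of those of both lines. No library of tet-CshRNA cells, and none of FaDu cells, was analysed here.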

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

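The tests of normalization and of the counts per molecule on lists and counts of genes, of the counts of genes in other splits, of mitochondrially encoded genes in CAL27 cells and of how well those genes are counted were chosen after the results had been seen. Each result below is a difference between the 2 cell lines, found with a test of the difference itself. In a fit of cell line, DOX and their interaction over the 12 libraries, 1078 of 20694 genes had a different DOX response in CAL27 and HSC3 cells at an edgeR adjusted p under 0.05 and more than 2-fold. The log2 fold change was lower in HSC3 cells for 624 and higher for 454. Of 100 splits drawn of the libraries, 1 gave as many genes, the labelled one. Splits that kept the HSC3 libraries as labelled and regrouped those of CAL27 cells gave 546 to 1051 genes, so nearly as many come from the response of 1 line, and the count of splits does not by itself set the difference apart. With library totals only in place of TMM, 1059 genes were called, and with counts divided by the counts per molecule, 934. The second value argues against unequal counts per molecule as the whole cause. TMM factors within each line ran from 0.970 to 1.02, so library totals change the scaling little and the first value decides little on normalization. A scaling moves all genes alike, and genes differed in both directions. MUC1 was lower in each DOX library than in each vehicle library of both lines, so crossed labels were not seen. The explanations left open, and not tested, are the different cell lines, their different levels of MUC1, and effects of DOX or of the shRNA other than on MUC1.

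The type I IFN list fell less in HSC3 cells than in CAL27 cells, with a median difference in log2 fold change of 0.65 (adjusted p = 1.7e-19, fgsea gene permutation). The IFN-γ list, which shares 16 genes with it, had a difference of 0.38 (adjusted p = 1.3e-05, fgsea gene permutation). The type I IFN difference was 0.64 with library totals, 0.65 with counts divided by the counts per molecule, 0.66 after a regression on GC content and length, and 0.63 over genes with a mean log2 CPM of at least 3 in both lines. For the IFN-γ list these values were 0.37, 0.42, 0.39 and 0.44. Those after the regression and over well-counted genes argue against GC content and length, and low counts as the whole cause. Library totals change the scaling little, so those values decide little on normalization. A scaling moves all genes alike, and the median difference of all genes was -0.022, which argues against a scaling as the whole cause. Dividing a library's counts by 1 number is largely taken up by normalization. The per-molecule medians therefore cannot decide on unequal counts per molecule. Differences as large came in 12 of 100 splits of the libraries for the type I IFN list and 24 of 100 for the IFN-γ list, the labelled split included in both. All 12 of the first and 12 of the second had CAL27 libraries grouped as labelled. A split that keeps the groups of CAL27 cells and regroups those of HSC3 cells keeps the fall in the first and removes it in the second, and gave 0.81 to 0.99 for the type I IFN list, so that the count for this list does not test the difference between the lines. For the IFN-γ list 7 of the 24 had neither line as labelled, so that difference is not set apart from other groupings. The type I IFN difference had an adjusted p under 0.05 in each alternative tried, from 1.2e-22 to 0.042, the largest by camera with an estimated correlation, and 2.3e-04 by fry. For the IFN-γ difference camera gave 0.14 and fry 0.0032, and its alternatives ran from 1.1e-07 to 0.61, so its call depends on how the list is tested. The different cell lines, their different levels of MUC1, and effects of DOX or of the shRNA other than on MUC1 stay open and were not tested, and no biological cause is claimed.

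S phase genes rose in CAL27 cells and fell in HSC3 cells, with a median difference of -0.81 (adjusted p = 8.0e-18, fgsea gene permutation), lower in HSC3 cells for 41 of 43 genes. The G2 and M phase list had a difference of -0.49 (adjusted p = 4.3e-17, the same test), lower for 53 of 54 genes. For the S phase list the difference was -0.82 with library totals, -0.78 per molecule, -0.78 after the regression on GC content and length and -0.82 over well-counted genes. The same 4 values were -0.50, -0.48, -0.52 and -0.49 for the G2 and M phase list. Of the 100 splits, 1 gave a difference as large for S phase and 1 for G2 and M phase, the labelled one in each case. Splits with 1 line as labelled and the other regrouped reached 0.53 and 0.40 in size. The values after the regression and over well-counted genes argue against GC content and length, and low counts as the whole cause. Library totals decide little on normalization, but the median difference of all genes, -0.022, argues against a scaling as the whole cause. The per-molecule medians cannot decide on unequal counts per molecule, for the reason given for the IFN lists. A hypothesis is that silencing MUC1-C changes the share of cycling cells in opposite directions in the 2 lines. It was found in these data, and the share of cells in each phase was not measured here. Different growth of vehicle and DOX cultures, and effects of DOX or of the shRNA other than on MUC1, stay open and were not tested.

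The 13 mitochondrially encoded genes rose in HSC3 cells, with a median log2 fold change of 0.53 (adjusted p = 7.9e-07, fgsea gene permutation) and all 13 higher at an edgeR adjusted p under 0.05. The median difference from CAL27 cells was 0.51 (adjusted p = 9.0e-04, fgsea gene permutation). It was 0.49 with library totals, 0.52 per molecule and 0.57 after the regression on GC content and length, and all 13 genes were well counted in both lines. In CAL27 cells the median was 0.056 (adjusted p = 0.71, fgsea gene permutation), with 5 of 13 genes lower, and it ran from -0.049 without the DOX library numbered 6 to 0.14 without the one numbered 5. A rise that DOX gives alike in both lines stays open, since genes of the list went both ways in CAL27 cells. The 58 nuclear genes with a mean log2 CPM of at least 10 had a median of 0.029 in HSC3 cells, which argues against a rise of all abundant transcripts. Of the 100 splits, 9 gave a difference as large, the labelled one included, and 6 of these had the HSC3 libraries grouped as labelled. Such splits keep the rise in HSC3 cells, but the other 3 had neither line as labelled, so the difference is not set apart from other groupings. Camera gave the difference an adjusted p of 0.36 and fry one of 0.053, in a range of 1.8e-05 to 0.36 over its alternatives, so its call depends on how the list is tested. Mitochondrial transcripts made up 5.94% to 6.51% of counts with vehicle and 7.58% to 9.63% with DOX in HSC3 cells. An effect of DOX on mitochondria that only HSC3 cells show and an effect of silencing MUC1-C stay open.

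Among the genes named in the text, 13 had a different response by more than 2-fold, and 11 of these had an edgeR adjusted p under 0.05 in the same direction with counts divided by the counts per molecule, which argues against unequal counts per molecule as their whole cause. CX3CL1, with an edgeR adjusted p of 0.32, and CCL2, with one of 0.30, did not. Of the 26 genes that the paper names, 16 differed over all genes tested and 19 adjusted over the list alone, 12 of the 16 falling less in HSC3 cells. Of the 16, MX2 and TP63 had edgeR adjusted p values of 0.061 and 0.056 with counts divided by the counts per molecule. The difference in log2 fold change was 1.36 for MUC1, 1.23 for IFIH1, 1.01 for OAS1, 1.32 for IFITM1 and 1.47 for ISG15. That of MUC1 rests on HSC3 counts of 46, 36 and 16 with DOX. IFITM1 has a readthrough overlap and paralogs, so its counts are uncertain, and reads shared between paralogs were not tested. For SOX2 it was -2.14 and for OASL -4.47, both on low HSC3 counts. SOX2 counts in HSC3 cells were 58, 38 and 44 with vehicle and 2, 2 and 12 with DOX, and its edgeR adjusted p in HSC3 cells was 0.095, 0.083, 0.059 and 0.053 without vehicle replicates 1, 2 and 3 and DOX replicate 2, in a range down to 4.1e-06 over its alternatives. Of the genes chosen by rule, PLSCR4 had a fitted difference of -7.25 and CMPK2 of -4.94, but their HSC3 counts with DOX were at the floor, from 27 to 48 with vehicle and 0 in each DOX library for PLSCR4 and from 74 to 146 with vehicle and from 0 to 2 with DOX for CMPK2. Those fitted values do not give the size of a difference, and no fold is given. CX3CL1, with a fitted difference of -4.70, had HSC3 counts from 2 to 12 with vehicle and 0 in each DOX library, too few to show a fall there. LOXL4 differed by 3.05, NECTIN4 by 2.37 and CCL2 by 2.67. For CCL2 the HSC3 counts ran from 6 to 12 with vehicle and from 0 to 20 with DOX, and without HSC3 DOX replicate 1 or 2 its difference had an edgeR adjusted p of 0.34 and 0.058, in a range of 0.0010 to 0.34 over its alternatives.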

How the results depend on the processing

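Each alternative changed 1 choice at a time. Of the counts of genes, 120 values under an alternative were within 1.5 times the reported count and 13 were not. A fold change above 1.5 in place of 2 gave 1848 downregulated and 714 upregulated genes in CAL27 cells, 1514 and 798 in HSC3 cells, 510 and 176 in common, and 2232 genes in the interaction, as a looser threshold must. In 1 fit over all 12 libraries there were 568 downregulated genes in CAL27 cells, and 1237 downregulated and 545 upregulated genes in HSC3 cells, and the cause was not tested. A mean count of at least 50 left 146 upregulated genes in CAL27 cells where fewer genes were tested. The interaction gave 675 genes with glmTreat and 707 at an adjusted p under 0.01. The lower p threshold is stricter by construction. The glmTreat test against a fold change of 1.5 is not. It gave more common genes, 243 downregulated against 196 and 62 upregulated against 49. DESeq2 changed no count of genes by more than 1.5 times.

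Across the fits that each left out 1 library, CAL27 cells had 928 to 1079 downregulated and 227 to 297 upregulated genes, HSC3 cells 654 to 938 and 239 to 340, the common genes 165 to 227 and 44 to 54, and the interaction 861 to 1444. No paired analysis was possible because the CAL27 DOX columns carry no replicate numbers shared with the vehicle columns, and this holds for the interaction too. In HSC3 cells, libraries of the same number had correlations of -0.20, 0.35 and -0.35 between their deviations from the group means, so the numbers do not pair them. The fit with a replicate block gave 753 downregulated and 252 upregulated genes in HSC3 cells and 193 and 47 in common, and moved no named gene or list of HSC3 cells across its threshold. Genes could be matched between the lines by symbol only, so that alternative is the reported one.

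For the gene lists, 378 values kept their direction and side of the threshold, 19 lost the threshold, 7 passed it and 12 changed sign. Camera with a correlation estimated from the data gave 15 of the losses. The medians are those reported, since only the test differs, and are given with the adjusted p of camera, which was the largest over the alternatives for each of these lists except the IFN-γ difference. In CAL27 cells these were -0.94 (0.094) for type I IFN, -0.72 (0.11) for IFN-γ, -0.12 (0.19) for NOTCH, 0.32 (0.063) for S phase, 0.17 (0.14) for G2 and M phase, -0.17 (0.31) for ATF4 target and -0.40 (0.21) for squamous differentiation genes. In HSC3 cells they were -0.21 (0.15) for type I IFN, -0.25 (0.14) for IFN-γ, -0.39 (0.094) for S phase, -0.30 (0.094) for G2 and M phase, -0.24 (0.21) for ATF4 target and 0.53 (0.21) for mitochondrially encoded genes. Between the lines, camera gave 0.38 (0.14) for IFN-γ and 0.51 (0.36) for mitochondrially encoded genes. Limma's fry, which also allows for correlation between genes, kept each of these within-line lists past the threshold, with adjusted p values of 6.2e-05 to 0.015. Fry asks whether a list changes at all, and camera whether it changes more than other genes. Passing fry therefore does not restore what camera lost, and why camera lost it where fgsea did not was not tested. Fry took the squamous differentiation list in HSC3 cells (-0.43) past the threshold with an adjusted p of 1.8e-04, and the mitochondrially encoded difference (0.51) to 0.053.

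Ranking genes by log2 fold change gave adjusted p values by fgsea gene permutation of 0.12 for the ATF4 target list in HSC3 cells (-0.24), 0.018 for the squamous differentiation list there (-0.43), 0.61 for the IFN-γ difference (0.38) and 0.14 for the mitochondrially encoded difference (0.51), and the cause was not tested. The NOTCH list in HSC3 cells changed sign with library totals (-0.0088), with all genes with at least 1 count (-0.027) and with DESeq2 (-0.015). With library totals the median of all genes moved too, from -0.0097 to -0.035. Across 6 fits without 1 library the NOTCH list ran from -0.057 without HSC3 vehicle replicate 3 to 0.049 without HSC3 vehicle replicate 2. The mitochondrially encoded list in CAL27 cells ran from -0.049 without the DOX library numbered 6 in the table to 0.14 without the one numbered 5. Between the lines, the NOTCH difference ran from 0.036 without HSC3 DOX replicate 2 to 0.11 without HSC3 vehicle replicate 1 and passed the threshold in 4 of these fits, with an adjusted p of 0.015 to 0.040 by fgsea gene permutation without the CAL27 DOX library numbered 4, HSC3 vehicle replicate 2, DOX replicate 1 or DOX replicate 3. The ATF4 target difference ran from -0.13 without the CAL27 DOX library numbered 6 to 0.041 without HSC3 DOX replicate 1, and the squamous differentiation difference from -0.21 without CAL27 vehicle replicate 1 to 0.094 without HSC3 DOX replicate 1. For the ATF4 target and squamous differentiation lists the direction between the lines changed with a single library. Dividing counts by the counts per molecule, which was chosen after seeing the data, gave 0.074 with an adjusted p of 0.047 by fgsea gene permutation for the NOTCH difference and 0.011 for the squamous differentiation difference. The cause of these changes was not tested.

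Of the named genes, 902 values kept direction and side of the threshold, 27 lost the threshold, 2 passed it and 4 changed sign. The changes of sign were ISG15 in HSC3 cells, which ran from -0.048 to 0.34 across the fits without 1 library, at -0.027 without HSC3 vehicle replicate 2, -0.032 without vehicle replicate 3 and -0.048 without DOX replicate 3, and DLL3 in HSC3 cells, which ran from -1.13 to 0.32, at 0.32 without DOX replicate 1. Neither change was detectable in any of these fits. Depth limits the HSC3 values of MUC1, IRF9, DLL3, SOX2, IDO1, CX3CL1, CCL2, OASL, PLSCR4, CMPK2, CXCL11, GBP5, RYR1, GLI2, DUOXA1 and MUC2, each with fewer than 100 counts in every HSC3 DOX library, and of IRF9 and DLL3 in CAL27 cells.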

Differences from the paper's values

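The paper reports 441 common downregulated genes, and 196 were called here. With a fold change above 1.5 there were 510. None of the other alternatives set before the data were examined came within 1.5 times the paper's value, DESeq2 giving 216. For upregulated genes the paper reports 138 and 49 were called. With a fold change above 1.5 there were 176, and no other alternative closed the gap.

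Counts of DEGs of 1 cell line alone were read by eye from Fig. 2B. For CAL27 alone the paper has about 540 upregulated genes in Fig. 2B, read by eye, against 203 here, and a fold change above 1.5 gave 538, with no other alternative closing the gap. For HSC3 alone it has about 940 downregulated genes in Fig. 2B, read by eye, against 597. DESeq2 gave 700, a fold change above 1.5 1004, 1 fit over all 12 libraries 1006, and leaving out HSC3 DOX replicate 1 or 2 gave 711 and 650, each within 1.5 times of it, and the other alternatives did not. For HSC3 alone it has about 400 upregulated genes in Fig. 2B, read by eye, against 235. DESeq2 gave 307, 1 fit over all 12 libraries 490 and leaving out HSC3 DOX replicate 1 286, each within 1.5 times of it, and the other alternatives did not.

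The paper lists STAT2 and IRF9 among the common downregulated genes. STAT2 in HSC3 cells was lower at an edgeR or DESeq2 adjusted p under 0.05 in 13 of 15 settings and passed 1.5-fold in 0. IRF9 passed the p threshold in HSC3 cells in 0 of 13 settings. With glmTreat both were called in CAL27 cells, and in HSC3 cells the edgeR adjusted p was 1 for each. The paper states that MDA5 and ISG15 fell in HSC3 cells, from immunoblots of Supplementary Fig. S3, which measure protein. Their transcripts had log2 fold changes of 0.077 (standard error 0.086, edgeR adjusted p = 0.58) for MDA5 (IFIH1) and 0.083 (standard error 0.21, edgeR adjusted p = 0.83) for ISG15 in HSC3 cells. The paper states that silencing MUC1-C suppressed NOTCH gene signatures, with HSC3 cells in Supplementary Fig. S6B. The NOTCH list used here, which is a different list, had a median of 0.018 in HSC3 cells (adjusted p = 0.49, fgsea gene permutation).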

Other observations

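The tests of the counts of genes and lists in other splits, of the counts per molecule, of ATF4 target genes and of the readthrough overlap were chosen after the results had been seen. In each cell line, 1 of the 10 splits of the 6 libraries into groups of 3, the labelled one, gave as many DEGs, which is the smallest share that 10 splits allow and too large to set a split apart by itself. The counts of common genes were as large in 1 of 100 splits for downregulated and 1 of 100 for upregulated genes, the labelled one. The number of lists past the threshold was as large in 3 of 10 splits in CAL27 cells, 5 of 10 in HSC3 cells and 67 of 100 for the difference between the lines, the labelled split included in each, so the number of lists past the threshold does not set the labelled groups apart. Of the 67 for the difference, 48 had neither line as labelled. The other splits of a line put 2 DOX libraries against 1, so they carry part of the treatment effect. In their size, within each line the labelled split had the median furthest from 0 of the 10 for each list, apart from mitochondrially encoded genes in CAL27 cells, with 8 of 10 as large, and NOTCH genes in HSC3 cells, with 6 of 10. Across the 17164 genes tested in both lines, log2 fold changes had a Pearson r of 0.385 and a Spearman rho of 0.335, and genes are not independent replicates.

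The libraries differed in the estimate of how many counts stood for 1 molecule, which falls with DOX could make too high in DOX libraries. The estimate was 16.8 in HSC3 DOX replicate 1, 7.25 in replicate 2 and 9.30 in replicate 3, and low counts were odd less often than even in every library. Whether both mates of a pair were counted, or duplicates kept, was not tested. Of the HSC3 downregulated calls, 28 had 0 counts in every DOX library, and 1 of these was called with counts divided by the counts per molecule, where their median vehicle count of 27.2 leaves few molecules. In 5 simulations with no change and each library's counts per molecule, 0 genes were called downregulated in HSC3 cells, and at most 381 of 18109 were lower at an unadjusted p under 0.05. The simulations used the smallest dispersion fitted to the libraries. This argues against unequal counts per molecule alone as the cause of the DEGs. In HSC3 cells 699 of the same downregulated and 238 of the same upregulated genes were called per molecule.

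IRF9 had few counts in both lines, and a candidate explanation is that reads shared with a readthrough gene on the same strand were left out of the counts. Protein-coding genes with no such overlap had a median count of 760.2 in the CAL27 libraries, 267 with an overlap in the range of that of IFITM1 had a median of 84.7, 139 in the range of IRF9 and RIG-I one of 26, and 40 covered in full one of 1.67. For IRF9 the overlap was 93.0% of its exons, for RIG-I (DDX58) 96.6% and for IFITM1 52.5%. Genes with such overlaps may also be lowly expressed for other reasons, so the comparison does not show what the counting did.

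No library of control shRNA cells was among those analysed (0 libraries), so for the DEGs, effects of DOX or of the shRNA other than on MUC1 cannot be told apart from silencing MUC1. DOX can inhibit mitochondrial translation and switch on a stress response through ATF4, which was tested as a hypothesis. That response would raise the list of ATF4 target genes, which fell in both lines. Its medians were -0.17 in CAL27 cells (adjusted p = 3.2e-06, fgsea gene permutation) and -0.24 in HSC3 cells (adjusted p = 1.1e-04, the same test). Camera gave these falls adjusted p values of 0.31 and 0.21. The difference between the lines was -0.074 (adjusted p = 0.41, fgsea gene permutation). The medians argue against a net rise of ATF4 target genes. DOX and silencing were not separated, so a response masked by a larger fall stays open. The squamous differentiation list had medians of -0.40 in CAL27 cells (adjusted p = 0.0070, fgsea gene permutation) and -0.43 in HSC3 cells (adjusted p = 0.17, fgsea gene permutation), with a difference of -0.13 (adjusted p = 0.28, the same test). Over the 8 of its genes with a mean log2 CPM of at least 3 in both lines the medians were -0.058 and -0.39.

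The paper reports other genes under MUC1-C silencing from qRT-PCR or immunoblots. In the RNA-seq libraries, of the 26 genes that the paper names, all 26 were lower in CAL27 cells at an edgeR adjusted p under 0.05 and 22 of these by more than 2-fold. In HSC3 cells 18 of 25 tested were lower, and 11 by more than 2-fold. Adjusted over the list alone, 26 and 18 were lower. The paper chose many of these genes on such samples, so the list alone is not independent evidence. RIG-I (DDX58) changed by -1.11 (standard error 0.12, edgeR adjusted p = 1.8e-07) in CAL27 and -0.45 (standard error 0.26, edgeR adjusted p = 0.25) in HSC3 cells on the log2 scale. With 96.6% of its exons under a readthrough gene, its counts are uncertain. In CAL27 cells IFIH1 changed by -1.16 and ISG15 by -1.39. IRF1 changed by -0.72 in CAL27 and 0.24 (standard error 0.15, edgeR adjusted p = 0.28) in HSC3 cells. Without HSC3 DOX replicate 1, IRF1 rose by 0.41 in HSC3 cells with an edgeR adjusted p of 0.0014, in a range of 0.0014 to 0.62 over its alternatives. GBP1 changed by -1.31 and -0.38 (standard error 0.10, edgeR adjusted p = 0.019) in CAL27 and HSC3 cells, with an edgeR adjusted p in HSC3 of 0.095, 0.084 and 0.079 without vehicle replicates 1 and 2 and DOX replicate 3, and down to 0.0028 over its alternatives. WARS1 changed by -1.85 and -2.24 in the 2 lines, falling more in HSC3 cells (interaction edgeR adjusted p = 0.0012), and TP63 by -1.01 and -1.21 (interaction edgeR adjusted p = 0.046, and 0.056 with counts divided by the counts per molecule). SOX2 changed by -1.31 and -3.38 (standard error 0.94, edgeR adjusted p = 0.020). HEY1 changed by -0.77 and -0.63 (standard error 0.17, edgeR adjusted p = 0.016), with an edgeR adjusted p in HSC3 of 0.056, 0.070 and 0.057 without vehicle replicates 1 and 3 and DOX replicate 3, and down to 0.0036 over its alternatives. DLL3 had CAL27 counts of 29, 26 and 11 with vehicle and 12, 6 and 2 with DOX and HSC3 counts of 20, 36 and 50 and 0, 42 and 66, too few for a firm value. Its fall in CAL27 cells had an edgeR adjusted p of 0.049 and of up to 0.20 across the fits without 1 library. The edgeR adjusted p was 0.41 in 1 fit over all 12 libraries, and the DESeq2 adjusted p was 0.095. IDO1 changed by -1.79 (standard error 0.16, edgeR adjusted p = 7.1e-08) in CAL27 cells. Its HSC3 counts were 4, 6 and 0 with vehicle and 0, 0 and 0 with DOX and it was not tested there.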
